# Sir2 suppresses transcription-mediated displacement of Mcm2-7 replicative helicases at the ribosomal DNA repeats

**DOI:** 10.1371/journal.pgen.1008138

**Published:** 2019-05-13

**Authors:** Eric J. Foss, Tonibelle Gatbonton-Schwager, Adam H. Thiesen, Erin Taylor, Rafael Soriano, Uyen Lao, David M. MacAlpine, Antonio Bedalov

## Abstract

Repetitive DNA sequences within eukaryotic heterochromatin are poorly transcribed and replicate late in S-phase. In *Saccharomyces cerevisiae*, the histone deacetylase Sir2 is required for both transcriptional silencing and late replication at the repetitive ribosomal DNA arrays (rDNA). Despite the widespread association between transcription and replication timing, it remains unclear how transcription might impinge on replication, or *vice versa*. Here we show that, when silencing of an RNA polymerase II (RNA Pol II)-transcribed non-coding RNA at the rDNA is disrupted by *SIR2* deletion, RNA polymerase pushes and thereby relocalizes replicative Mcm2-7 helicases away from their loading sites to an adjacent region with low nucleosome occupancy, and this relocalization is associated with increased rDNA origin efficiency. Our results suggest a model in which two of the major defining features of heterochromatin, transcriptional silencing and late replication, are mechanistically linked through suppression of polymerase-mediated displacement of replication initiation complexes.

## Author summary

Eukaryotic genomes typically contain large regions of repetitive DNA, referred to as heterochromatin, that are both transcriptionally silent and late replicating. We provide a possible explanation for the association between transcriptional silencing and late replication. Budding yeast contains a histone deacetylase called *SIR2* that was originally identified as a transcriptional repressor, but was later also found to ensure late replication of repetitive ribosomal DNA (rDNA) sequences. We show that the transcription that occurs in the absence of *SIR2* directly displaces the helicase required for replication initiation at the rDNA. This work represents an important advance in understanding the interplay between transcription and replication at repetitive sequences by directly linking transcription with replication machinery in heterochromatin.

## Introduction

Approximately half of the human genome consists of repetitive DNA sequences organized as heterochromatin. These regions are largely devoid of genes and are characterized by both low levels of transcription and late DNA replication [1–4]. The association between low levels of transcription and late replication is well established and extends to regions of the genome that are transcriptionally active only during specific stages of development. In stages of development when genes within these regions are transcribed, they replicate early, and when these genes are no longer expressed, their replication is delayed [5, 6]. In contrast, so-called "housekeeping" genes, which are constitutively transcribed, replicate early during all stages of development. Replication timing has important evolutionary implications for genome stability, with late replicating regions being more prone to mutation and rearrangement [7, 8]. Despite the prevalence and evolutionary significance of the association between transcription and replication timing, its mechanistic underpinnings remain elusive. It has been proposed that differences in histone modifications or nuclear localization between heavily transcribed and silenced genome regions may affect their replication timing, but it has proved difficult to establish mechanistic foundation for these associations [9, 10].

In *S*. *cerevisiae*, repetitive regions within the rDNA locus and at telomeres are subject to regional, gene-independent transcriptional silencing and are considered simple models of the heterochromatin found in higher eukaryotes (reviewed in [11, 12]). In a further parallel to metazoan heterochromatin, both of these repetitive regions replicate late in the cell cycle [13–15]. The NAD-dependent histone deacetylase Sir2 is required for heterochromatin formation at both sites, but with different partners at the two locations, forming RENT (REgulator of Nucleolar silencing and Telophase exit) and SIR (Silent Information Regulator) complexes at the rDNA and telomeres, respectively [16, 17]. The rDNA locus in yeast consists of 150 tandemly arranged 9.1 kb repeats that occupy half of chromosome XII and comprise 10% of total genomic DNA. Each repeat contains ribosomal rRNA genes for the Pol I-transcribed 35S precursor RNA and for the Pol III-transcribed 5S RNA, separated by two intergenic spacer regions (*IGS1* and *IGS2*) (Fig 1A). The spacer regions are subject to Sir2-dependent silencing and harbor two Pol II promoters, c-pro and e-pro, that drive transcription of non-coding RNAs. Two hundred base pairs downstream from c-pro, within *IGS2*, is the ribosomal Autonomously Replicating Sequence ("rARS"). The rARS serves as a replication origin, whose activation is also suppressed by Sir2. Thus, *SIR2* imposes both transcriptional silencing and replication origin repression at the rDNA. This feature, together with the homogeneous nature of the repeats, make the yeast rDNA a highly suitable model for examining the relationship between transcriptional silencing and replication in heterochromatin.

**Fig 1:**
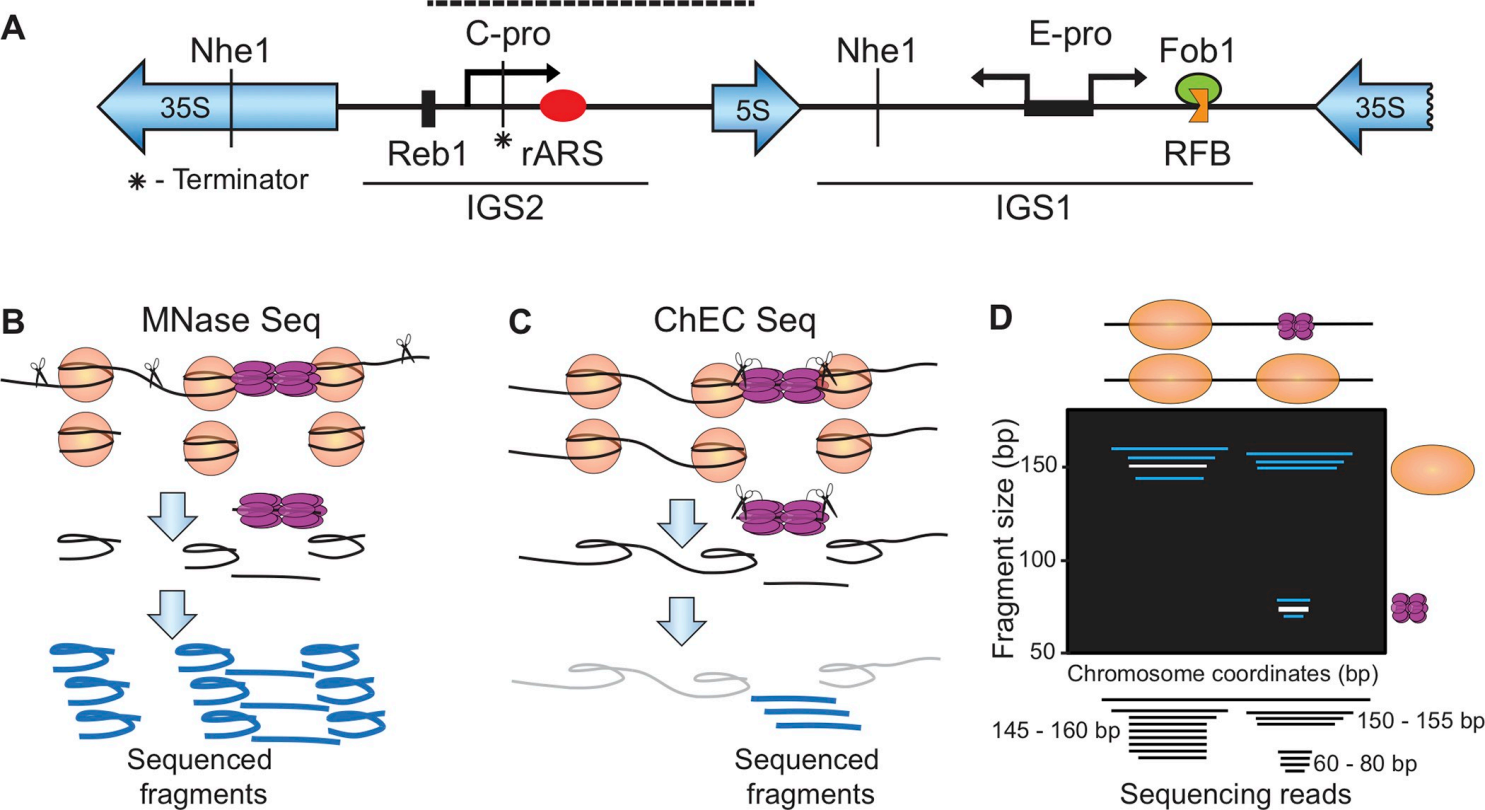
Ribosomal rDNA locus and sequencing-based approaches to chromatin analysis. A. Landmarks of the *S*. *cerevisiae* rDNA repeat. Each 9.1 kb repeat contains rRNA genes for the Pol I-transcribed 35S precursor RNA and the Pol III-transcribed 5S RNA, separated by two intergenic spacer regions, *IGS1* and *IGS2*, both of which are subject to Sir2-mediated silencing. *IGS1* harbors the bidirectional Pol II promoter e-pro and the replication fork barrier (RFB), a binding site for Fob1, which enforces a unidirectional block to DNA polymerase to reduce DNA polymerase and RNA Pol I collision. *IGS2* harbors c-pro, a Sir2-repressed Pol-II promoter, and rARS located 200 bp downstream from the c-pro initiation site. Additional markings include the binding site for the transcription factor Reb1 immediately upstream of c-pro, the dashed line marking the 1.25 kb fragment containing rARS analyzed in Figs 2–4, the restriction enzyme Nhe1 sites, used in 2D gels in Fig 5, and the insertion site for the terminator, used in Fig 6. B. MNase-seq enables identification of footprints of nucleosomes and other DNA binding proteins by virtue of exogenously added MNase degrading DNA that is not protected by binding of such proteins, followed by library preparation and sequencing. C. ChEC-seq involves tagging a DNA-binding protein of interest (Mcm2 shown) followed by activation of the nuclease with calcium and library preparation and sequencing. Only the MNase-cleaved fragments of interest are short enough to be PCR amplified during library preparation. Large circle presents a nucleosome, purple doublet presents Mcm2-7 and the scissors represent MNase. D. Presentation of sequencing data from MNase-seq and ChEC-seq experiments. Each mapped read is graphed according to its genomic location, on the X-axis, and its size, on the Y axis. When two particles of different sizes (e.g. a nucleosome and a replication initiation factor) occupy the same genomic region in different populations of cells, they can be distinguished by differently sized footprints that map to the same location.

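The rARS base given in the Fig 6 legend, 458991 on chromosome XII of sacCer3, is the first base of the origin that the RefSeq annotation of the S288C reference lists as ARS1200-1 (458991 to 459097, 107 bp). The sequence of this interval is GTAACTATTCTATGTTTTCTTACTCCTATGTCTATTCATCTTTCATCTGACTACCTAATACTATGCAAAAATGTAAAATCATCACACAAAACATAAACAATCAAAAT. It is intergenic. It lies in the spacer annotated as NTS2-1 (458433 to 459675), the *IGS2* of the paper, between the gene of the ribosomal precursor RNA (RDN37-1, 451575 to 458432, minus strand) and the 5S RNA gene (RDN5-1, 459676 to 459796, plus strand). The spacer to the right of the 5S RNA gene, *IGS1*, is annotated as NTS1-2 (459797 to 460711). The origin sequence occurs 2 times on chromosome XII of the reference, because the reference also holds a copy of the spacer named NTS2-2 (467570 to 468812). The terminator used in Fig 6 was placed between 458950 and 458951, with AACAGGAAAGTAACATCCCA on the left and ATGCGGACTATACCACCCCA on the right of the insertion site.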

The rARS serves as a binding site for the origin recognition complex (ORC), which assists with loading the Mcm2-7 complex (Mcm2-7) at rDNA origins. Because the rARS is located immediately downstream of the initiation site for a Sir2-regulated ncRNA, we reasoned that the transcription machinery may alter the deposition of replication initiation factors at the rDNA origins, which is referred to as origin licensing. Specifically, we hypothesized that RNA Pol II passage through the rDNA origin might either promote loading of Mcm2-7 replicative helicases or, in light of a previous reports [18, 19], induce their sliding along DNA and re-localization away from their loading site. Further supporting the possibility that Sir2 affects origin licensing is our observation that excessive origin activation in *sir2* mutants can be suppressed by a point mutation in the origin recognition complex (Orc)-binding site within the rARS [13, 20]. Here we tested the idea that transcription alters deposition of the pre-replicative complex (pre-RC) at rDNA origins by using sequencing-based methods to obtain and compare high-resolution footprints of nucleosomes and replication initiation factors at the rDNA origins in wild type (WT) and *sir2* mutant cells. This analysis revealed that disruption of transcriptional silencing upon *SIR2* deletion leads to RNA Pol II-mediated displacement of pre-RCs away from their loading site at the rDNA origins, which effectively repositions them from an area with high nucleosome occupancy to one with low. While our studies do not prove causality in the association between pre-RC repositioning and advanced replication timing, given that the overall abundance of pre-RCs at the rDNA is reduced in *sir2* cells, we propose a model in which repositioning of pre-RCs to regions with low nucleosome occupancy in *sir2* cells facilitates their subsequent activation.

## Results

### High resolution pre-RC footprints at the rDNA

To determine whether the absence of *SIR2*-mediated transcriptional repression alters chromatin architecture at the rARS, we sought to profile the chromatin organization of this locus at nucleotide resolution both before and after pre-RC assembly at the rARS. Chromatin perturbations dependent on pre-RC assembly should be (1) G1-specific; (2) *CDC6*- and *ORC1*-dependent; and thus reflective of binding of the Mcm2-7 helicase complex.

We first used a micrococcal nuclease (MNase)-based high-resolution epigenome profiling technique called MNase-Seq (Fig 1B) to assess the chromatin architecture in a factor-agnostic manner. This technique reveals DNA footprints protected by the histone octamer (nucleosomes) as well as smaller footprints protected by DNA-binding factors such as transcription and replication factors [21–23]. 

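MNase-seq was analysed for 6 libraries, 1 each from WT cells in G1 and in G2, *sir2* cells in G1 and in G2, and *cdc6-1* cells in G1 at 23° and at 37°. No difference between these libraries therefore has a replicate check. The authors sequenced 50 bases from each end of a fragment, aligned them with gsnap and deposited the read depth at each of 2001 bases of chromosome XII, from 458000 to 460000 of sacCer3. The deposited depths were not scaled to library size and include all fragment sizes. The summed depth divided by the read length of 50 gave about 1777673 reads in this interval for WT in G1, 1879109 for WT in G2, 2042677 for *sir2* in G1, 2233018 for *sir2* in G2, 759788 for *cdc6-1* at 23° and 1123381 for *cdc6-1* at 37°. In all 6 libraries the rises of the profile were followed by falls at a distance of 50 bases, so a base is counted only where one of the sequenced ends covers it. The centre of a nucleosome-size fragment is then not counted, whereas a fragment of 100 bp or less is covered whole. By the names of the libraries, 7.5 U of MNase was used in G1, including both *cdc6-1* libraries, and 3.75 U in G2, so arrest and digestion cannot be told apart in a comparison of G1 with G2. Read depths were averaged over windows fixed as distances from the rARS before the data were examined, and divided by the mean depth of the Reb1 footprint (458591 to 458721) of the same library. The selection of 50–100 bp fragments in the paper could not be repeated from these depths. The 95% intervals given with ratios treat reads as independent counts, cover counting error only and do not cover differences between cultures.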

Briefly, total chromatin is digested with MNase and the resulting fragments are subjected to paired-end sequencing using a protocol that retains DNA fragments as small as 50 base pairs. The length of each fragment is plotted as a function of its chromosomal position; thus, the size of the fragment is indicative of the protein 'footprint' (Fig 1D). For example, DNA fragments protected by a histone octamer will be approximately ~150 bp and smaller fragments (50–100 bp) represent footprints of site-specific DNA-binding factors (Fig 1D).

To gain insight into chromatin organization at the rDNA origins before the pre-RC is formed, we carried out MNase-seq on chromatin from cells arrested in the G2 phase of the cell cycle and plotted the reads that map to the 1.25 kb of rDNA sequence marked by a dashed line in Fig 1A that includes the replication origin. 

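In WT cells in G2, the mean read depth over the Reb1 footprint was 88447. Relative to this value, the mean depth was 0.574 in the window of the first nucleosome (458721 to 458901), 0.537 in that of the second (458911 to 459081) and 0.306 in that of the third (459091 to 459251). It was 0.242 for the fourth nucleosome (459251 to 459411), 0.208 for the fifth (459421 to 459581) and 0.369 for the sixth (459591 to 459731), whose window reaches into the 5S RNA gene.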

From left to right, we first observed a 50–100 bp footprint corresponding to the transcription factor Reb1 (gray rectangle in Fig 2A and S1 Fig), followed by the footprints of six nucleosomes in the 150–200 size range; the first three are particularly well positioned, and the last maps to the 5S RNA sequence. The first nucleosome, which coincides with the initiation site of the Sir2-repressed c-pro transcript exhibited highest occupancy, followed by the third one, whereas the occupancy of the last three nucleosomes averaged only 10% of the first one. 

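The mean depth of the last 3 nucleosome windows in WT cells in G2 was 47.5% of that of the first window (95% interval 47.2% to 47.8%, 1 library). With the maximum of each window in place of its mean, this value was 41.8%. The paper's reported value is 10%, for fragments of nucleosome size. The deposited depths include fragments of all sizes, and the selection by size could not be repeated from them.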

Overall, these results underscore the highly organized nature of chromatin at the rDNA origins of replication, which is remarkably uniform considering that the footprints are a composite of many cells with a multitude of rDNA repeats.

**Fig 2:**
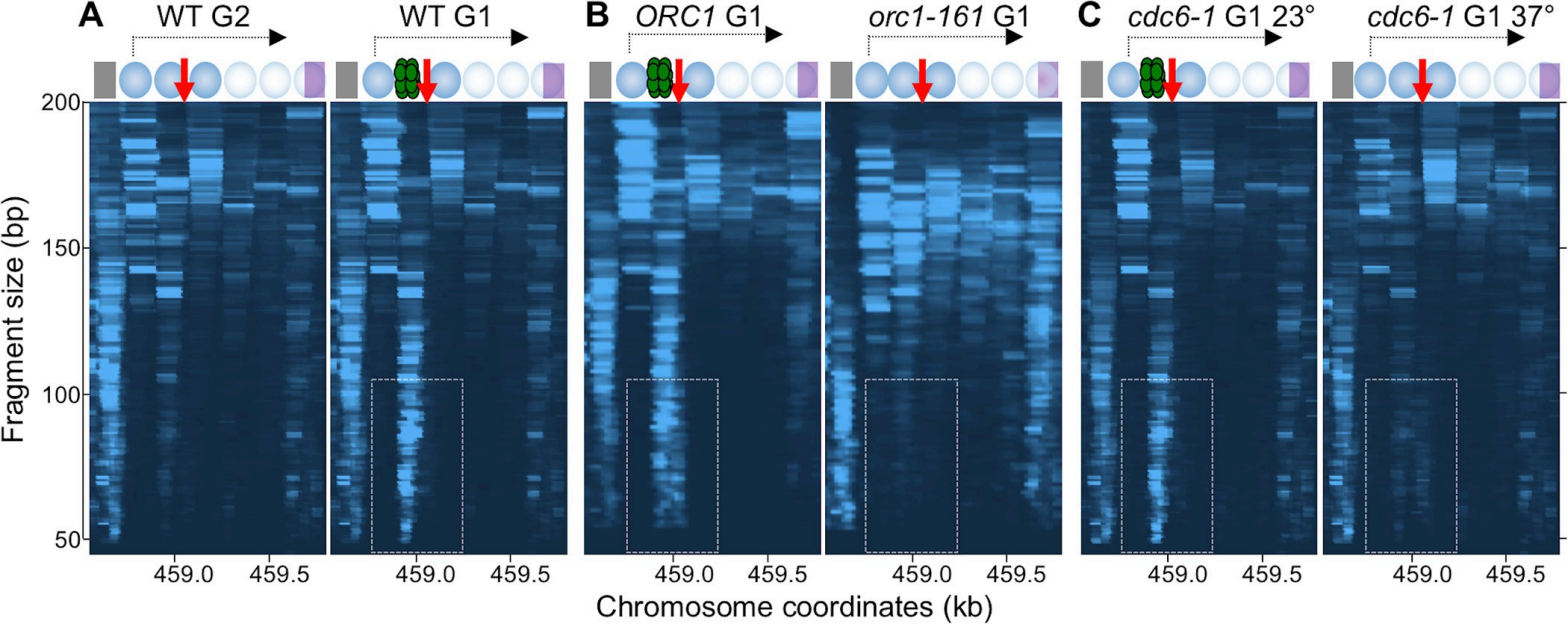
Pre-RC binding at rDNA origin is G1-specific and *ORC1*- and *CDC6*-dependent as determined by MNase-seq. Diagrams at the top of each panel denote a 1.25 kb region of the rDNA that includes the rDNA origin marked by a dashed line in Fig 1A. The gray rectangle on the left represents the Reb1 binding site (S1 Fig), blue circles represent nucleosomes with transparency level inversely related to their occupancy, the red vertical arrow shows the location of rARS, the green doublet represents the Mcm2-7 double hexamer, the purple rectangle represents the 5S RNA gene, and the black horizontal arrow represents the c-pro transcript. Genomic coordinates according to the sacCer3 genomic sequence are shown on the x axes, fragment length on the y axes and relative read depth is indicated by color intensity. Dashed rectangles point to the area that corresponds to the footprint of the Pre-RC complex. A. Chromatin was isolated from cultures of a WT strain (16535) arrested in G2 with nocodazole or in G1 with alpha factor, treated with MNase to digest DNA not protected by bound proteins and subjected to paired end sequencing. Plot shows genomic coordinate on the X axis, fragment size on the Y axis, and relative read depth indicated by color intensity. B. The analysis of previously published *orc1-161* MNase-seq data set [23]. *orc1-161* cells were arrested in G1 at the restrictive temperature and compared to *ORC1* cells. C. *cdc6-1* (16738) cells were arrested in G1 at permissive (23°C; left) or restrictive (37°C; right) temperature and processed as in A.

We next used the same assay to analyze chromatin from cells arrested in G1, when the pre-RC forms. 

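In WT cells, the Reb1-normalized depth from 458821 to the rARS at 458991 was 0.889 in G1 and 0.392 in G2. The ratio of G1 to G2 was 2.26 (95% interval 2.24 to 2.29, 1 library per arrest). From 458992 to 459461, to the right of the rARS, the depth was 0.366 in G1 and 0.340 in G2. The highest depth left of the rARS in G1 was at 458959. In G2 it was at 458892, within the first nucleosome window, which overlaps this left stretch. Among the alternatives, the lowest ratio was 1.78, with the boundary placed 40 bp further to the left, and the highest was 2.65, with the background subtracted.

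**Figure D1:**
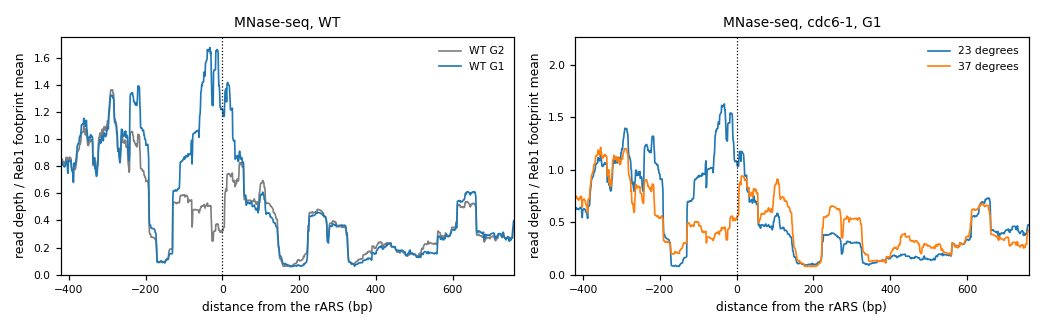
MNase-seq read depth divided by the mean depth of the Reb1 footprint (y axis) against the distance from the rARS in bp (x axis), for WT cells in G1 and G2 (left) and *cdc6-1* cells in G1 at 23° and 37° (right), 1 library each. The depth just left of the rARS is higher in WT in G1 (window mean 0.889) than in G2 (0.392), and higher at 23° (0.882) than at 37° (0.390).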

We observed a striking 50–100 bp footprint adjacent to the rARS (dashed rectangle in Fig 2A, right panel) suggestive of the pre-RC. To determine whether the formation of this G1-specific footprint is ORC-dependent, we analyzed a previously published MNase-seq data set for the *orc1-161* temperature-sensitive mutant [23]. We observed a loss of the footprint in the *orc1-161* mutant at the restrictive temperature (Fig 2B), as expected if the footprint constitutes the pre-RC. Because loading of the pre-RC requires Cdc6 [24], we used the temperature-sensitive allele *cdc6-1* [25] to determine whether the G1-specific signal we saw was Cdc6-dependent. Consistent with it reflecting pre-RC binding, the footprint was present in G1 at the permissive temperature of 23° but not at the restrictive temperature of 37° (dashed rectangle in Fig 2C). 

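In *cdc6-1* cells in G1, the Reb1-normalized depth left of the rARS was 0.882 at 23° and 0.390 at 37°, a ratio of 37° to 23° of 0.442 (95% interval 0.436 to 0.448, 1 library per temperature). Both libraries carry the same MNase amount in their names. Right of the rARS the depth was 0.329 at 23° and 0.436 at 37°. The ratio was 0.659 without Reb1 normalization, on depths that keep the difference in library size, and 0.276 with the background subtracted. From the presence of the footprint in G1 and its loss at the restrictive temperature, together with its position and its ORC dependence in another data set, the paper concludes that the footprint is that of the pre-RC.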

The G1-specificity and ORC- and Cdc6-dependence of this footprint, coupled with its localization adjacent to the rARS demonstrate that this footprint reflects pre-RC formation at the rDNA origins, and that MNase-seq constitutes an accurate and robust assay for examining chromatin changes associated with pre-RC formation at this location.

### Licensing of rDNA origins requires nucleosome eviction

Our MNase-seq results reveal binding dynamics of both the pre-RC and nucleosomes averaged across many cells and many rDNA repeats in each cell. Replication origins normally occur in "nucleosome-free regions" (NFRs) but, to our surprise, this was not the case at the rARS: Instead, our data showed a nucleosome precisely at the site of pre-RC formation (marked by dashed lines in Fig 3A) [23, 26, 27]. Furthermore, the pre-RC and this nucleosome compete for binding: In G1 the pre-RC signal is prominent while the nucleosome signal is faint, whereas the converse is true in G2 (Fig 3A). 

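In the window of the second nucleosome, the Reb1-normalized depth of WT cells was 1.10 in G1 and 0.537 in G2. Over the bases at its centre, from 30 bp left to 40 bp right of the rARS, it was 1.28 in G1 and 0.512 in G2. The neighbouring windows changed less. The depth was 0.710 in G1 and 0.574 in G2 for the first nucleosome, and 0.273 in G1 and 0.306 in G2 for the third. These depths add fragments of the pre-RC and of the nucleosome, since no fragment size is attached to them. From the opposite strength of the signals of the pre-RC and the nucleosome in G1 and G2 (Fig 3A), the paper concludes that they compete for binding.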

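The size of each fragment could not be read from the deposited depths. As a substitute chosen after seeing the data, the centre of the second nucleosome window was used. A fragment that spans the window leaves this centre uncovered, but one placed off its middle can cover it. The depth at the centre was divided by the depth of the 50 bases at each end of the window. In WT cells this ratio was 1.33 in G1 and 0.922 in G2, a change of 1.44-fold (95% interval 1.42 to 1.46). In *sir2* cells it was 0.901 in G1 and 0.577 in G2, a change of 1.56-fold (95% interval 1.54 to 1.58). With the window narrowed by 20 bp on each side the changes were 1.26-fold in WT and 1.49-fold in *sir2* cells. In *cdc6-1* cells in G1 the ratio was 1.25 at 23° and 1.31 at 37°, so it did not fall where the left footprint fell, and it is not a direct measure of fragment size. Each value comes from 1 library.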

The coupling of the eviction of the nucleosomes with loading of the pre-RC in G1 is evident by changes in fragment size distribution at the sites of pre-RC loading (Fig 3B), with the size shifting from that corresponding to nucleosomes in G2, to the smaller size corresponding to pre-RC in G1. Finally, the two nucleosomes that flank the rARS do not appear to shift away from the origin to make space for binding of the pre-RC in G1. These results demonstrate that binding of the pre-RC and binding of the nucleosome at the rARS are mutually exclusive events, and that licensing of rDNA origins requires, or causes, eviction of this nucleosome.

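The base-to-base steps of the read depth in G1 were compared with those in G2 at shifts of up to 40 bp in either direction. In WT cells the correlation was highest at a shift of 0 bp for the first nucleosome (r = 0.984 across bases) and for the third (r = 0.968). In *sir2* cells it was also highest at 0 bp, with r = 0.987 for the first nucleosome and 0.976 for the third. The shift was also 0 bp for the second nucleosome, where the depth changed most of the 3, with r = 0.784 in WT and 0.918 in *sir2* cells. A shift of 0 bp was thus found in every window compared, and it does not tell a nucleosome that stayed in place from one that did not. Neighbouring bases share reads and are not independent, so no p-value is given.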

**Fig 3:**
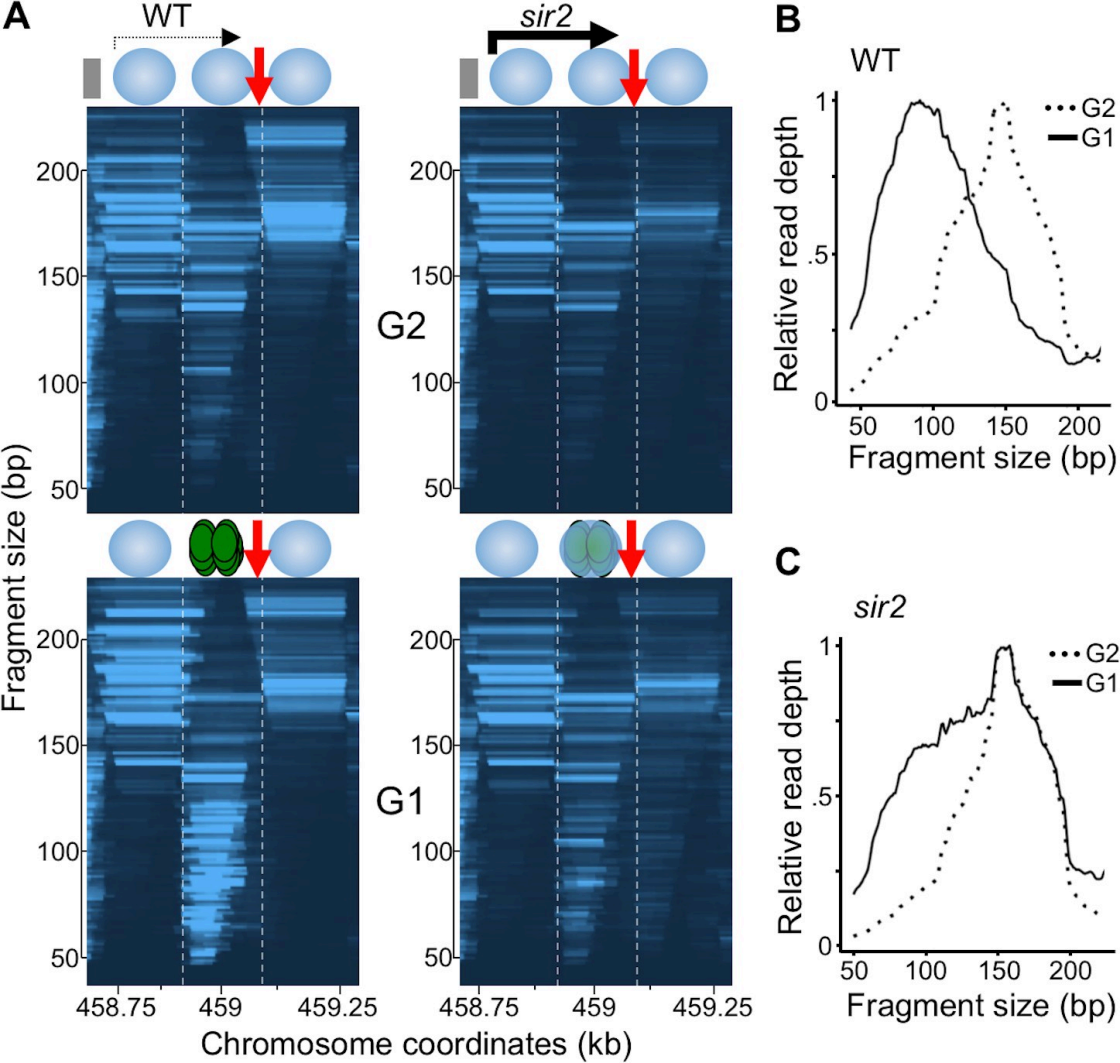
Pre-RC formation is associated with the eviction of the nucleosome at the rDNA origin. A. MNase-seq data from WT (16535) or *sir2* (16668) cells arrested in G2 or G1 are shown zoomed in to allow assessment of nucleosome positioning and occupancy. Vertical lines are positioned at the border of the middle nucleosome to facilitate comparison of nucleosome placement. A nucleosome between the vertical lines competes with the pre-RC for occupancy. Positioning of this nucleosome and the two flanking nucleosomes does not change between G1 and G2. Relative read depth in the genomic region between the two vertical lines in 3A on the Y axis, is plotted according the fragment size (X-axis) in WT (B.) and *sir2* mutant (C.). The large fragment sizes, that peak at approximately 160 bp correspond to nucleosome, whereas smaller fragments correspond to the pre-RC. In WT cells the nucleosome size fragments are depleted in G1 compared to G2, whereas they persist in *sir2* mutant.

### *SIR2* deletion displaces Mcm2-7 from their loading sites and decreases their overall abundance at the rDNA

We next used MNase-seq to determine whether *SIR2* deletion increases pre-RC binding or changes the distribution of pre-RC and nucleosome occupancy at the rDNA. 

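In G1, the Reb1-normalized depth left of the rARS was 0.889 in WT and 0.566 in *sir2* cells. In the second nucleosome window it was 1.10 in WT and 0.638 in *sir2* cells. The depth at the centre of that window relative to its ends was 1.33 in WT and 0.901 in *sir2* cells. With 1 library per genotype, the size of these differences could not be set against a spread between cultures.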

When we compared pre-RC footprints in WT and *sir2* cells arrested in G1, rather than seeing *increased* pre-RC binding and *decreased* nucleosome occupancy at the rARS in *sir2* compared to WT, as might be expected from the observation that *SIR2* deletion promotes rDNA replication, we instead saw the opposite: *SIR2* deletion led to *decreased* pre-RC binding (dashed rectangle in Fig 4A) and *increased* nucleosome occupancy (Fig 3A and 3C). Notably, however, the area to the right of the rARS, which is devoid of pre-RC binding in the WT, showed obvious binding in the 50–100 bp DNA fragment size range in the *sir2* mutant (Fig 4A). These 50–100 bp footprints in *sir2* cells (dashed rectangle in Fig 4A), including both those on the left and on the right of rARS, were G1-specific, consistent with pre-RC binding pattern we have previously observed in WT cells. These results suggest that the pre-RC might be displaced rightward in *sir2* mutant, perhaps thereby allowing a nucleosome to occupy the vacated space at the rARS.

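Right of the rARS, the Reb1-normalized depth in G1 was 0.366 in WT and 0.375 in *sir2* cells. The part of the depth between 458821 and 459461 that lay right of the rARS was 53.1% in WT (95% Wilson interval 52.9% to 53.2%) and 64.5% in *sir2* cells (64.4% to 64.7%), a difference of 11.5 percentage points. The depth left of the rARS was lower in *sir2* cells, and the mean depth over 458992 to 459461 was nearly equal. This stretch begins inside the second nucleosome window, where WT had the higher depth. In G2 this part was 70.5% in WT and 62.7% in *sir2* cells. The difference in G1 was 3.20 points with the boundary 40 bp further to the left and 17.4 points with the boundary 40 bp further to the right. In the third nucleosome window as a whole, the G1 depth was 0.273 in WT and 0.365 in *sir2* cells, and in the fourth 0.223 and 0.309. In G2 it was 0.306 and 0.283 in the third, and 0.242 and 0.256 in the fourth. At the centre of the third window, which a fragment spanning the window leaves uncovered, the G1 depth was 0.0752 in WT and 0.200 in *sir2* cells. At the centre of the fourth it was 0.160 in WT and 0.265 in *sir2* cells. In G2 these depths were 0.0832 in WT and 0.130 in *sir2* cells at the third, and 0.167 and 0.197 at the fourth. These centres were chosen after seeing the data. Fragments not aligned with a window can cover its centre, so the depth there is not that of small fragments alone. At the centre of nucleosome 1 in WT in G1, the depth was 0.595 of that at its ends.

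**Figure D2:**
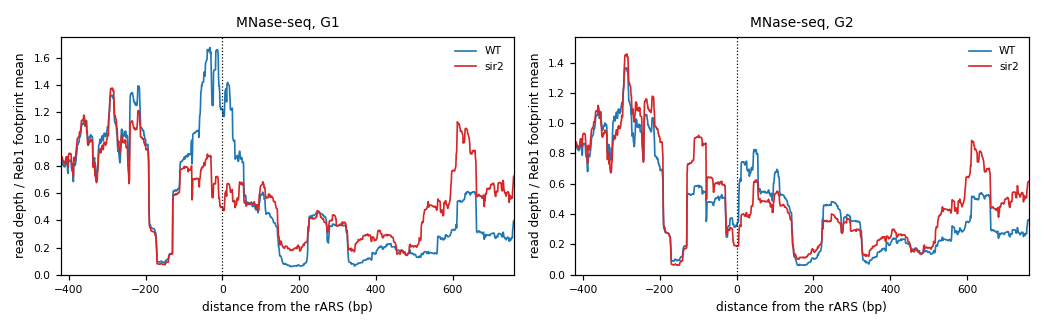
MNase-seq read depth divided by the mean depth of the Reb1 footprint (y axis) against the distance from the rARS in bp (x axis) for WT and *sir2* cells in G1 (left) and G2 (right), 1 library each. In G1, WT has the higher depth left of the rARS (0.889 against 0.566), and *sir2* the higher depth at the centre of the third nucleosome (0.200 against 0.0752).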

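In *sir2* cells, the Reb1-normalized depth left of the rARS was 0.566 in G1 and 0.492 in G2, a ratio of 1.15 (95% interval 1.14 to 1.16). Right of the rARS it was 0.375 in G1 and 0.301 in G2, a ratio of 1.24 (1.24 to 1.25). The left ratio was 0.991 on the unscaled depths, which keep the difference in library size. It was again 0.991 with the boundary 40 bp further to the left, which leaves out the left maximum in G1 at 458952. It was between 1.16 and 1.22 under the other 3 alternatives. The left window overlaps that of the first nucleosome, and its maximum in G2, at 458892, lay in the overlap. The left ratio thus includes signal of that nucleosome and does not measure the footprint alone. The right ratio stayed above 1 under all the alternatives tried and was lowest, 1.07, without Reb1 normalization. At the centre of the second nucleosome window, also chosen after seeing the data, the depth was 0.600 in G1 and 0.325 in G2, and at the centre of the third 0.200 in G1 and 0.130 in G2. From the rightward footprints in *sir2* cells in G1, the paper proposes that the pre-RC may be displaced rightward.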

**Fig 4:**
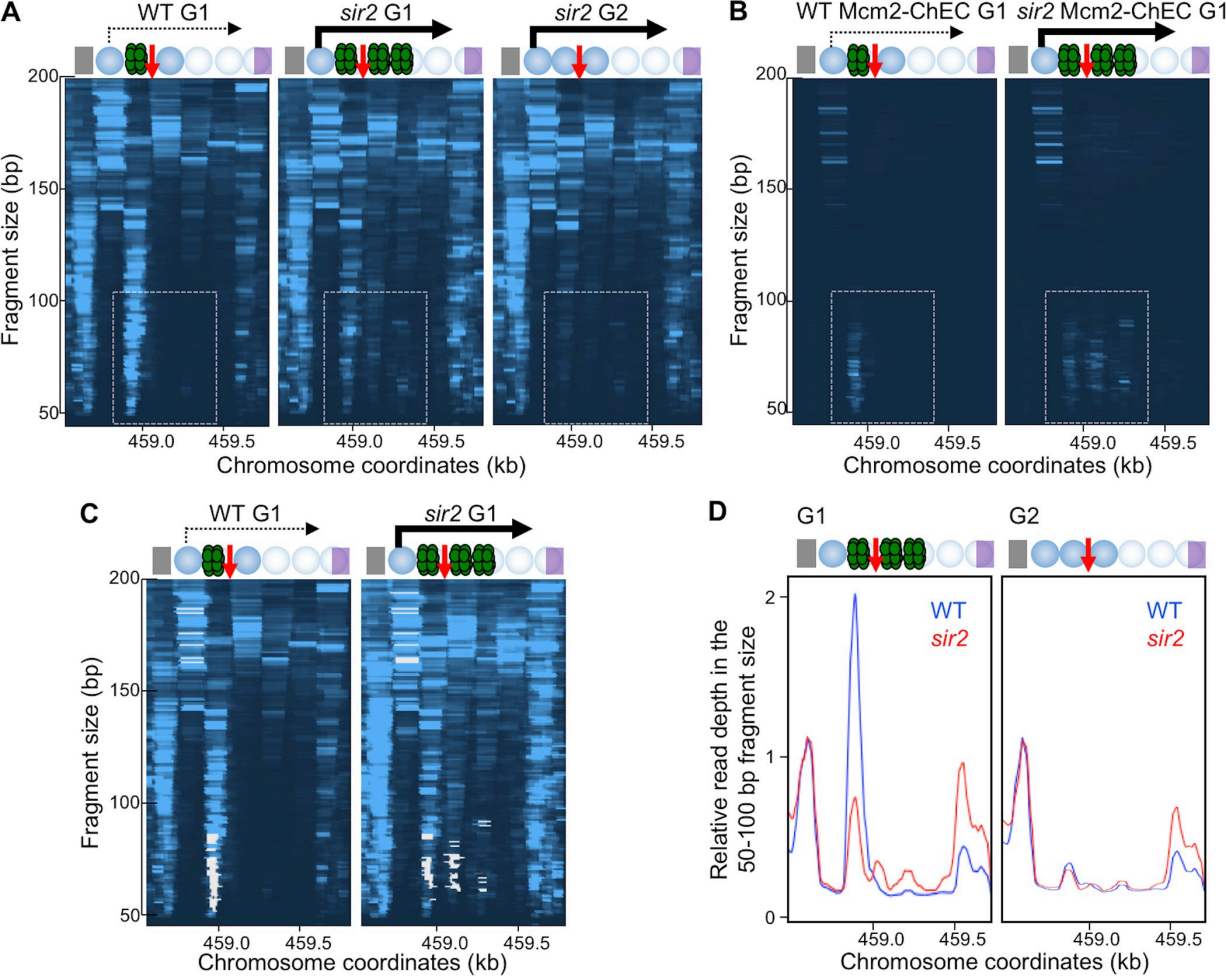
*SIR2* deletion repositions Mcm2-7. A. MNase-seq analysis. WT (16535) and *sir2* (16668) cells were arrested in G1 or G2 and processed as in Fig 2. B. Mcm2-MNase ChEC-seq analysis. G1-arrested, WT (WT) (16747) and *sir2* (16769) mutant cells, whose endogenous copy of MCM2 was tagged with MNase, were permeabilized with digitonin, treated with calcium for 30 seconds to activate MNase, and then processed and plotted as in Fig 2. Dashed rectangles point to the area corresponding to the Mcm2-7 footprint. C. Composite of images in 4A and 4B, with 4B shown in white. D. Quantitation of read depths from fragments 50–100 base pairs long from WT (blue) (16535) and *sir2* (red) (16668) cells arrested in G1 (left) or G2 (right) and otherwise treated as in Fig 2. Read depths were normalized to the read depth at the Reb1 binding site.

The Mcm2-7 helicase is a major component of the pre-RC. 

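Mcm2-ChEC, in which MNase fused to Mcm2 cuts the DNA next to it once calcium is added, was analysed for 12 libraries of cells in G1. The strains of Fig 4B gave 2 libraries of WT and 1 of *sir2*. The *fob1* strains of S4 Fig gave 4 libraries. Strains with expanded rDNA, which S2 Table lists as deleted for *FOB1* as well, gave 5 libraries. The authors deposited the read depth at each base, aligned with gsnap, not scaled to library size and with all fragment sizes. The summed depth divided by the read length gave between 689392 and 6230351 reads per library over the 2001 bases. The 2 WT libraries held about 5022993 and 689392 reads, and the *sir2* library 1332055. The paper states 30 s of calcium for these strains. The name of the smaller WT library carries 1 min (60 s). It also carries a tag that resembles a copper concentration, is not explained and appears in no other library used here. The names of the larger WT library and of the *sir2* library carry no 30 s either, but a tag that is not explained and that resembles another of the calcium times in the methods, so the time of these 3 libraries is not settled. The right share used below is the percent of the read depth from 170 bp left to 470 bp right of the rARS that lies right of the rARS. An even profile would have a right share of 73.3%. The 8 libraries of sonicated DNA in the table, which carry no footprints, had right shares between 72.4% and 74.3%. No genome-wide read totals were used here, so the fraction of reads on the rDNA was not computed. The 2 WT libraries were counted as separate samples because the labels list them so. Their counts in bins of 50 bp differed by more than counting noise (chi-square 23965, 39 degrees of freedom), which shows only that neither is a copy of the other.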

To determine whether the pre-RC footprint we observed by MNase-seq contains Mcm2-7, and to confirm its redistribution in the *sir2* mutant, we tagged the endogenous copy of Mcm2 at its C-terminus with MNase and carried out the "Chromatin Endogenous Cleavage" assay (ChEC) (Fig 1C) [28, 29]. Mcm2 function was not altered by the presence of the tag as judged by comparable growth of WT and Mcm2-tagged strain (S2 Fig). In ChEC, a short burst of calcium-activated MNase activity induces *in situ* cleavage of DNA adjacent to the fusion protein. We prepared sequencing libraries from the cleaved DNA, again using a protocol that retains small DNA fragments and presented the sequencing data in two dimensions as for the MNase-seq results (Fig 4B). The footprint we obtained coincided with the G1-specific, *CDC6*- and *ORC1*- dependent footprint observed by MNase-seq (Fig 4B and 4C). Furthermore, we observed that the Mcm2-7 footprints in *sir2* cells can be also found right of the rARS, whereas they are confined left of the rARS in the WT cells (Fig 4B). 

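The right share was 32.3% and 26.2% in the 2 WT libraries, a mean of 29.3% ± 4.31 (SD, n = 2), and 70.5% in the *sir2* library (n = 1). The 95% Wilson intervals, which cover counting error only, were 32.3% to 32.4%, 26.1% to 26.3% and 70.4% to 70.6%. The highest depth left of the rARS was at 458952 in all 3 libraries. From 40 bp right of the rARS onwards, the highest depth was 0.130 and 0.102 of the left maximum in the WT libraries, and 1.02 of it in the *sir2* library, at 459119. In the smaller WT library this highest depth was at 459031, the first base of that stretch. After subtraction of the background the right shares were 28.2% and 21.5% in WT and 70.4% in *sir2* cells. The *sir2* value lies above the 2 WT values by many times their spread, but 2 samples against 1 allow no test that reaches 0.05. From this distribution the paper proposes that the bound Mcm2-7 is pushed rightward in the *sir2* mutant, on the assumption that ORC loads it at the same site in both strains.

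**Figure D3:**
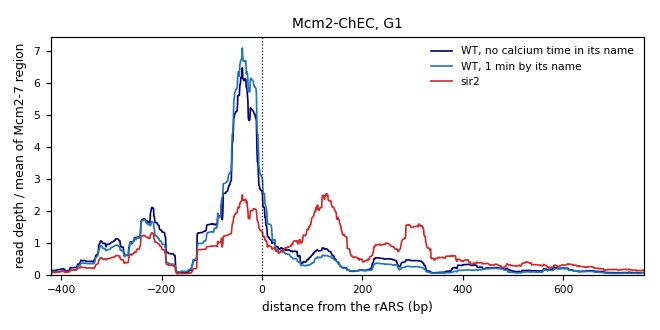
Mcm2-ChEC read depth divided by the mean depth of the Mcm2-7 region (y axis) against the distance from the rARS in bp (x axis) for the 2 WT libraries and the *sir2* library in G1. Both WT profiles peak left of the rARS (right shares 32.3% and 26.2%), and the *sir2* profile is as high on the right as on the left (right share 70.5%).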

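Of the 4 Mcm2-ChEC libraries of the *fob1* strains of S4 Fig, 2 are named *fob1* (strains 17038 and 17039) and 2 *sir2 fob1* (strains 17040 and 17041). The label of the replicate *fob1* sample states that its strain is WT for *SIR2* although its file name says *sir2*. Only the libraries named for 17040 and 17041 carry *sir2*, and the label does not say which of them is meant. The *SIR2* status of these 4 libraries is therefore not settled and no mean is given. The right share was 36.9% in the library named for strain 17038, 75.2% in that for 17039, 31.8% in that for 17040 and 72.7% in that for 17041. A test set before the data were examined compared *sir2* with *SIR2* libraries within 3 strain backgrounds, the strains of Fig 4B, these 4 and the strains with expanded rDNA without terminator. With the libraries taken as named, the right share was 16.4 percentage points higher in *sir2* libraries (exact two-sided permutation test within backgrounds, p = 0.204, 108 permutations). The labels allow 4 exchanges of a *fob1* with a *sir2 fob1* library. Computed after seeing the data, they gave differences of 18.2, 3.23, 32.3 and 17.3 points, with exact permutation p = 0.176, 0.972, 0.00926 and 0.194, in the order 17038 with 17040, 17038 with 17041, 17039 with 17040 and 17039 with 17041. The labels do not name the exchange, and they contradict the grouping by name on which the first p rests. The paper describes replicates of each genotype as alike in S4 Fig, with footprints right of the rARS kept in *sir2 fob1* cells. Of the 4 exchanges, only that of 17039 with 17040 gives both. That choice rests on these same values, so its p is not a separate test. Without these 4 libraries, and with the strains with expanded rDNA, which are also *fob1*, kept in, the difference was 28.5 points (exact permutation p = 0.0556, the smallest p that this comparison allows).

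**Figure D4:**
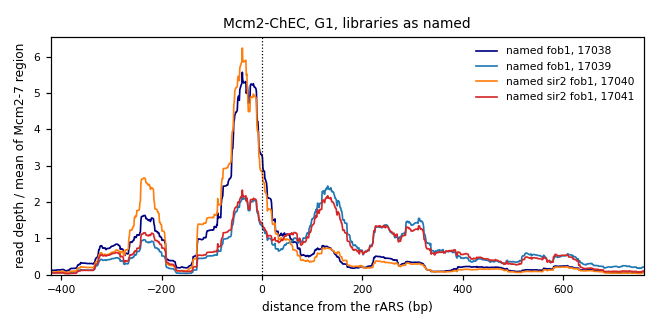
Mcm2-ChEC read depth divided by the mean depth of the Mcm2-7 region (y axis) against the distance from the rARS in bp (x axis) for the 4 libraries of the *fob1* strains of S4 Fig, drawn under the names they carry. The libraries named for 17038 and 17040 have right shares of 36.9% and 31.8%, and those named for 17039 and 17041 have 75.2% and 72.7%.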

The Mcm2-7 footprints to the right of the rARS in the *sir2* mutant were not suppressed by deletion of *FOB1* (S4 Fig), indicating that they do not originate from extrachromosomal rDNA circles that accumulate in a *sir2* mutant in a *FOB1*-dependent manner [30]. These results suggested that the bound Mcm2-7, assuming it is loaded by ORC at the same site in both WT and *sir2*, is pushed rightward in the *sir2* mutant. This movement effectively repositions Mcm2-7 from an area of high nucleosome occupancy to one with low.

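In *sir2* cells in G2, the Reb1-normalized MNase-seq depth was 0.686 in the first nucleosome window, 0.465 in the second, 0.283 in the third, 0.256 in the fourth, 0.296 in the fifth and 0.599 in the sixth (1 library, all fragment sizes). The right maxima of the *sir2* Mcm2-ChEC library at 459119 and of the SIR2 and *sir2* libraries with expanded rDNA at 459120 (30 s) lie in the third of these windows.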

We next quantified abundance of Mcm2-7 in WT and *sir2* mutant using both our MNase-seq and ChEC-seq datasets. In the MNase-seq dataset we integrated read depths in the 50–100 base fragment size range in the region that encompasses both displaced and non-displaced Mcm2-7, and normalized it to read depths corresponding the footprint of the transcription factor Reb1 (gray rectangle in Fig 4A). The *sir2* mutant exhibited a 37% reduction in Mcm2-7 binding relative to WT (Fig 4D). 

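Over 458821 to 459461, the Reb1-normalized MNase-seq depth of *sir2* cells in G1 fell by 15.7% relative to WT (95% interval -16.3% to -15.1%, 1 library per genotype). This value includes fragments of all sizes. The paper's reported reduction is 37%, for 50–100 bp fragments, a selection that could not be repeated from the deposited depths. The change was -18.9% with normalization to the Reb1 maximum, -3.23% without Reb1 normalization, -17.0% with the background subtracted and -22.3% over the narrower region from 458871 to 459311. Over the centres of nucleosomes 2 to 4 only, an alternative chosen after seeing the data, it was -29.7%. The value without Reb1 normalization is not scaled and keeps the difference in library size (about 1777673 reads in WT and 2042677 in *sir2* cells).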

To calculate Mcm2-7 abundance using ChEC-seq, we compared the fraction of footprints that map to rDNA, among all Mcm2-7 footprints, in WT and *sir2* cells. We observed a 47% reduction in Mcm2-7 binding in this region in *sir2* vs WT in our Mcm2-MNase ChEC dataset, which is similar to what we have observed using MNase-seq dataset. We conclude that the overall abundance Mcm2-7 complexes at the rDNA is markedly reduced in *sir2* mutants.

A combination of the findings that Mcm2-7 complexes are repositioned in a *sir2* mutant to an area with low nucleosome occupancy and that overall Mcm2-7 binding at the rDNA is lower in a *sir2* mutant compared to WT suggests that accelerated replication of the rDNA in the absence of *SIR2* is a consequence of pre-RC repositioning rather than increased origin licensing.

### 2D gel analysis of replication initiation in *sir2* mutant

To assess whether the increased rDNA replication in a *sir2* mutant still originates at approximately the same location, despite the decreased Mcm2-7 footprint, we used two-dimensional gel electrophoresis (2D gel) to compare replication intermediates at the rDNA origins in WT and *sir2* mutant cells at several time points after release from G1 arrest, with an early genomic origin (ARS305) serving as a control. 2D-gels allow assessment of the activity of specific origins because they can distinguish "bubble- shaped " replication intermediates that are formed when an origin is active from "Y-shaped" intermediates, which reflect passive replication [31]. We observed bubble signals at the rDNA in both WT and *sir2* cells, and their timing and intensity differed as expected [15, 32]: In WT cells, the bubble signal at the rDNA appeared after the control origin had fired, whereas the reverse was true in the *sir2* mutant; furthermore, maximal activation of rDNA origins was greater in *sir2* mutants compared to WT, consistent with prior reports that Sir2 suppresses activation or DNA origins (Fig 5). Excessive activation of rDNA origins in the *sir2* mutant and resulting sequestration of limiting replication factors was accompanied by reduced and delayed activation of ARS305 due to competition, consistent with previous reports [15, 32]. Although the resolution of this technique is not sufficient to distinguish initiation from Mcm2-7 complexes at their normal location at the rARS from those displaced to the right, these results demonstrate that the advanced replication at the rDNA in a *sir2* mutant initiates in the same general area as in WT.

**Fig 5:**
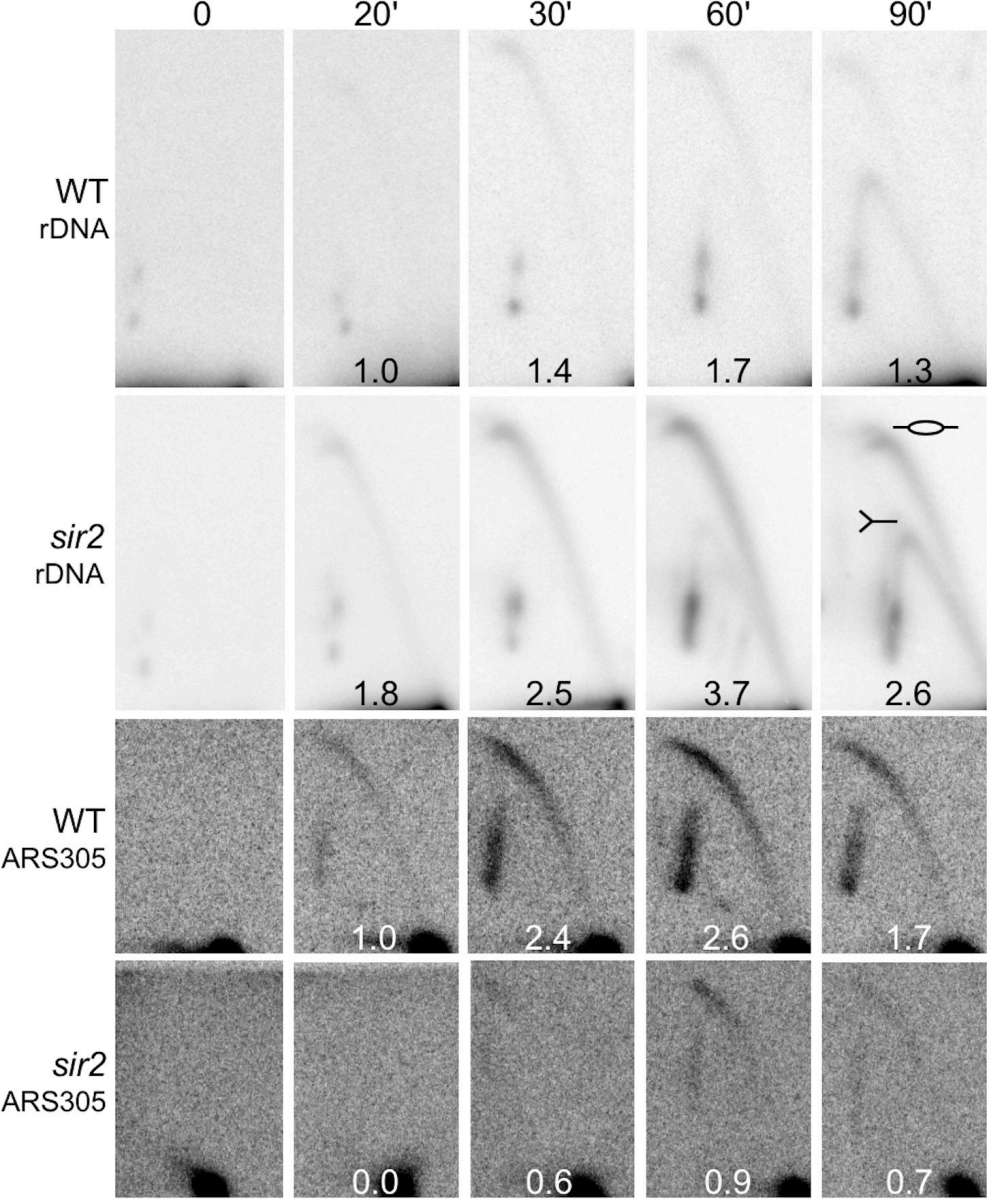
2D gel analysis of origin activity at rDNA and ARS305. WT (16535) and *sir2* (16560) cells, that carry 172 and 155 rDNA copies, respectively, were arrested in G1 with alpha factor, released into medium with 200 mM hydroxyurea, samples were collected at times 0, 20', 30', 60' and 90' and analyzed by 2D gel electrophoresis. DNA was cut with NheI for rDNA origin and EcoRV for ARS305. Replication bubble abundance was calculated by densitometry as a ratio of bubble to linear DNA signal, expressed relative to the 20’ time point in WT cells for each of the two replication origins.

### c-pro transcription displaces Mcm2-7 in *sir2* mutants

Consistent with previous reports, we found that the level of c-pro transcript is elevated more than 20-fold in the absence of Sir2 (S3 Fig) [33–36]. Initiating approximately 200 base pairs to the left of the rARS and proceeding rightward through the origin, c-pro transcription would be expected to generate the observed rightward displacement of Mcm2-7 from their loading site (S3 Fig). If so, blocking c-pro transcription upstream of the rARS should prevent rightward displacement of Mcm2-7 complexes. To test this idea, we used a system developed by Kobayashi et al. [37] to generate a strain with transcription terminators in the rDNA array inserted between the start of c-pro transcription and the rARS, at a site marked by asterisk in Fig 1A, and we used Mcm2-MNase ChEC to monitor the location of the pre-RC (Fig 6). This system features two ribosomal repeats at the rDNA locus and the rRNA genes transcribed by RNA Pol II from a plasmid, which enables repeat alterations followed by their Fob1-mediated expansion. 

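Of the Mcm2-ChEC libraries of strains with expanded rDNA, 2 came from the *SIR2* strain without terminator (16855), 2 from the *sir2* strain without terminator (16905) and 1 from the *sir2* strain with the terminator (16920). A *SIR2* strain with the terminator was not analysed here. By their names, 1 library of each strain without terminator received calcium for 30 s and the other for 60 s, and the labels call them replicates. The methods describe several calcium times taken from the same permeabilized cells, so whether these libraries come from separate cultures is not settled. The number of rDNA copies differs between the figure legend and S2 Table for strain 16905 (170 and 81) and for strain 16920 (81 and 170). The authors mapped these libraries to modified references. The steps of the sonicated-DNA profiles with and without terminator matched best at a shift of 211 bp right of the insertion site (r = 0.627) and 0 bp left of it (r = 0.635), so the rARS was taken at 459202 in the library with the terminator. The stretch between the primers used for the terminator spans 213 bp of the reference, on chromosome X from 526669 to 526881. The libraries held about 2127349 and 3256657 reads for strain 16855, 958214 and 3337670 for strain 16905 and 1978802 for strain 16920. The left window was counted as distance from the rARS, so in strain 16920 it includes terminator sequence.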

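The right share of Mcm2-ChEC was 72.8% (30 s) and 76.3% (60 s) in the *sir2* strain without terminator, a mean of 74.6% ± 2.49 (SD, n = 2), and 54.2% in the *sir2* strain with the terminator (30 s, n = 1), a difference of -20.4 percentage points. This difference is larger than the spread of the 2 libraries without terminator, which may be calcium times of 1 culture. Even if they are separate, 2 samples against 1 allow no test that reaches 0.05. The *SIR2* strain without terminator had right shares of 58.9% (30 s) and 61.4% (60 s), a mean of 60.1% ± 1.73 (SD, n = 2). The right maximum was 0.518 of the left maximum in the *sir2* strain with the terminator, 1.46 and 1.63 in the *sir2* strain without it and 0.561 and 0.663 in the *SIR2* strain without it. With the terminator, the left maximum lay at 459148 of the modified reference, within the terminator sequence. The value of 0.518 thus divides by a maximum on sequence that the other strains lack. The size of the difference depended on how the left window was counted, which was tried after seeing the data. With the window taken along the native sequence the difference was -8.02 points when the terminator was left out and -30.4 points when it was included. From the position of Mcm2-7 in these strains, the paper concludes that terminating c-pro upstream of the rARS prevents the rightward displacement, and it takes this as strong support for a hypothesis, that passage of RNA Pol II displaces the pre-RC.

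**Figure D5:**
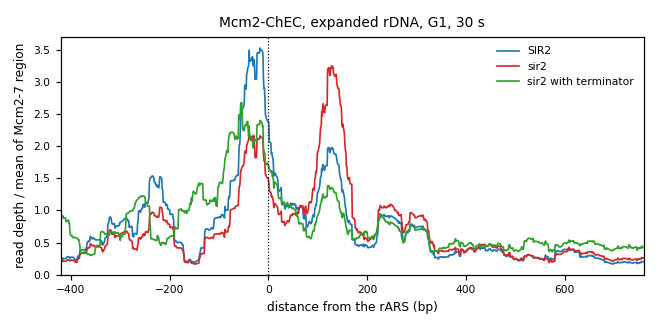
Mcm2-ChEC read depth divided by the mean depth of the Mcm2-7 region (y axis) against the distance from the rARS in bp (x axis) for strains with expanded rDNA after 30 s of calcium, 1 library each. In the library with the terminator, positions just beyond 40 bp left of the rARS are terminator sequence. Its right share is 54.2%, against 72.8% in the *sir2* strain without terminator.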

Our results demonstrate that premature termination of c-pro transcription (S5A Fig) with a terminator placed downstream of the c-pro transcription initiation site but upstream of the rARS prevents the rightward displacement of the pre-RC in a *sir2* mutant, thus providing strong support for our hypothesis that the passage of RNA Pol II across the replication origin, as happens in the absence of Sir2, displaces the pre-RC.

**Fig 6:**
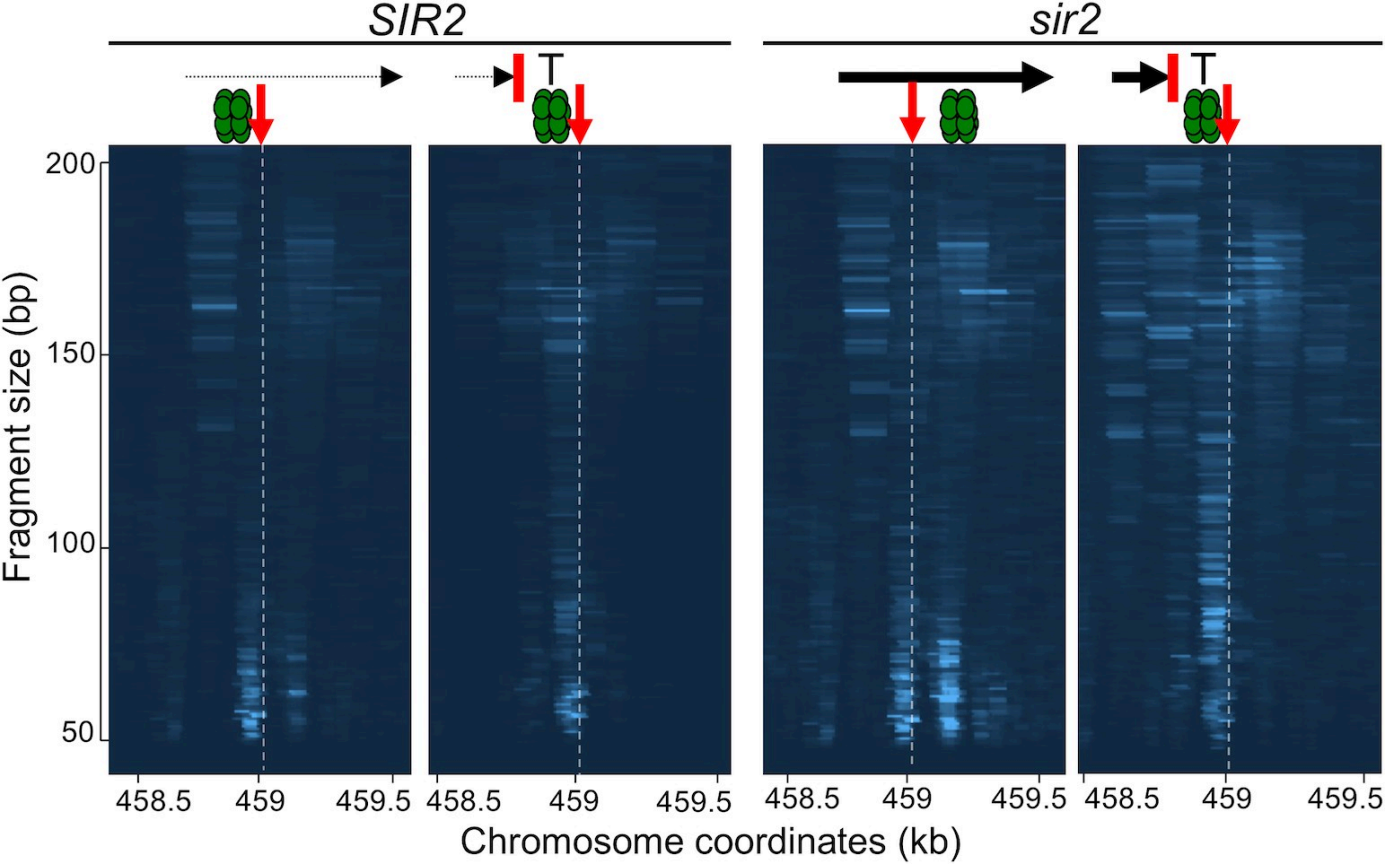
Terminator prevents displacement of Mcm2-7 (). G1-arrested *SIR2* and *sir2* strains with and without a *CYC1* transcriptional terminator (red line marked with T) (strains 16855, 16895, 16905 and 16920 from left to right with 64, 85, 170 and 81 rDNA copies, respectively), inserted between the start of c-pro transcription and the rARS, as in Fig 1A, were analyzed for Mcm2-7 distribution by Mcm2-ChEC, as in Fig 4B. qPCR of the c-pro transcript distal to the terminator demonstrated reduced transcript level (Fig 5S). Genomic coordinates according to the sacCer3 genome are on the x axis, fragment size is on the y axis, and relative read depths are indicated by color intensity, green double hexamer is Mcm2-7. The vertical dotted line and the red vertical arrow indicate the position of the rARS (base pair 458,991 in sacCer3 genome sequence).

Because the terminator sequence in a *sir2* mutant prevented Mcm2-7 displacement, this system presented an opportunity to examine the effect of the terminator on rDNA replication timing. We reasoned that if displacement of Mcm2-7 is the proximal cause of early replication of the rDNA in a *sir2* mutant, and if the terminator suppresses this displacement, then the terminator should also suppress the early replication phenotype. Unfortunately, we could not test this prediction because we found that in our experimental system, the rDNA replicated early even in WT cells, regardless of the presence or absence of *SIR2* (S1 Table). The rDNA arrays in our experiment were generated by repeat expansion in a strain that contained only two repeats and no nucleolus. We suggest that the process of expansion failed to recreate an intact nucleolus, which perturbed rDNA replication timing. In support of this idea, we noted that the nucleolar staining with Nop58-GFP marker is diffuse and fragmented in the strain subjected to rDNA expansion compared with the WT strain with intact nucleolus (S5B Fig).

## Discussion

Although it has long been clear that heterochromatin is both transcriptionally silent and late replicating, the mechanism linking these two remains a mystery. On one hand, the lack of transcription could cause late replication, or *vice versa*; on the other hand, both phenomena could share a single cause [10]. Here we show that *SIR2* deletion repositions replication machinery by virtue of derepressing a Pol II-transcribed non-coding RNA adjacent to the replication origin. The Mcm2-7 is pushed ahead by advancing RNA Pol2 in the absence of *SIR2*, and this movement is blocked by a transcriptional terminator placed between the promoter and the rARS.

Pre-RCs displaced by transcription have been shown to retain their activity [18] but our results suggest that their displacement at the rDNA, as observed in *sir2* mutants, may be associated with their excessive and premature activation. How could the displacement of pre-RCs at rDNA origins increase their activation? One possibility is that displacement of pre-RCs from their initial loading site allows repeated rounds of Mcm2-7 loading, and that this in turn advances replication timing. Such a model has been proposed and is consistent with the observations that more than one Mcm2-7 complex can be loaded at a single origin, and that Mcm2-7 ChIP-seq signals are stronger at early compared to late replicating yeast origins [38]. However, quantitation of our Mcm2-7 binding data clearly demonstrate decreased, rather than increased, levels of Mcm2-7 binding at the rDNA in *sir2* mutants (Fig 3D), refuting this model. Instead, we suggest that displacement of Mcm2-7 complexes from their site of loading promotes firing by liberating them from local chromatin features that restrain origin activation. In support of this idea, at its loading site at the rARS, each Mcm2-7 complex is flanked by a well-positioned nucleosome on both sides. In contrast, most of the repositioned Mcm2-7 complexes in *sir2* cells will not have a flanking nucleosome, given the low nucleosome occupancy in that region. The absence of flanking nucleosomes could facilitate a step in origin activation subsequent to Mcm2-7 loading in *sir2* cells. It is also possible, that Mcm2-7 displacement is not the causal event, but that transcription through the origins promote their activation by another mechanism.

The majority of replication origins in budding yeast are found in intergenic regions [39, 40] between convergently transcribed genes, which is expected to reduce transcription-mediated displacement of pre-RCs. The replication origins at the *CUP1* locus, however, exhibit a striking similarity to the rDNA locus: This locus contains two or more copies of a tandem repeat, each of which contains a gene that confers copper-resistance (*CUP1*), an origin of replication, and a non-coding RNA that spans the origin (*RUF5*; RNA of Unknown Function). In contrast to the situation at the rDNA, where *SIR2* is known to repress transcription from c-pro, regulators of transcription of *RUF5* have not been identified. If such regulators are identified, it will be interesting to learn whether they advance replication timing of the *CUP1* origin and whether such organization of replication origins and non-coding RNAs constitute a recurring theme in repetitive genomic regions.

Our discovery of subtle displacement of replicative helicases by RNA Pol II in heterochromatin relied on mapping of replicative helicase at a much higher level of resolution than is attainable with more widely used approaches to chromatin analysis, such as chromatin immunoprecipitation, and provides an experimental framework for examining associations between transcription and replication during development, aging and carcinogenesis in metazoans.

## Materials and methods

### Strains and culture conditions

All yeast strains except for those with rDNA repeat expansion were in S288C background. Yeast experiments were carried out using standard YPD (yeast peptone dextrose) medium [2% (wt/vol) glucose, 1% yeast extract, 2% (wt/vol) peptone]. The full list of strains is provided in the S2 Table.

To generate *MCM2*-MNase strains, sequences containing MNase and triple FLAG tags along with KanMX selectable marker were amplified from pGZ108 tagging plasmid [29] (Addgene #70231) and inserted directly immediately upstream of the stop codon of *MCM2*.

To generate a strain with a transcriptional terminator we first introduced a marker (HygR) at the left border of the repeats in the strain TAK201 [37] by direct integration using the following primers: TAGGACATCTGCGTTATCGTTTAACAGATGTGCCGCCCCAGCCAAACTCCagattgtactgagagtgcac and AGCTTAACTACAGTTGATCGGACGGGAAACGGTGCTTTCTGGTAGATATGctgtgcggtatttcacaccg. Next, we introduced the *CYC1* terminator between the site of c-pro transcription initiation and the r*ARS*, between coordinates 458,950 and 458,951, using a "pop-in/pop-out" strategy. The strain was first transformed with the PCR product amplified from plasmid pJH105, which contains URA3 markers flanked by CYC1 terminator sequence on both sides, using the following primers: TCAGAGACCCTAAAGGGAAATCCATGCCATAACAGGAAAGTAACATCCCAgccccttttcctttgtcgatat and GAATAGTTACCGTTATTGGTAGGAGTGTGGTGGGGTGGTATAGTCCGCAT-ttacatgcgtacacgcgtttg. A resulting transformant with terminator-URA3-terminator fragment was used to generate a strain containing a single terminator by selecting URA3 pop-out events with 5-FOA. We next introduced FOB1 using a plasmid pTAK101 to enable repeat expansion. Upon the repeat expansion, we selected a strain that has lost both plasmid pTAK101 with FOB1 and plasmid pNOY353 with Pol-II transcribed 35S and 5S rDNA genes. A control strain, without terminator was also generated by repeat expansion.

### MNase-seq

MNase-seq was carried out as described [23]. Cells grown to log phase from an overnight 25 mL culture were arrested in G1 with 3 μM alpha-factor for 1.5 hrs. or G2 with 20 mg/mL nocodazole for 2.5 hrs. at 30° C. Incubations with *cdc6* temperature sensitive mutant were carried at out 23° C; log phase cells from an overnight culture were synchronized in G2 with 15 μg/mL nocodazole followed by an additional spike at 1.5 hrs. and 3 hrs. for a total 60 mg/mL. Temperature-sensitive cells were harvested after 3.5 hrs. incubation, washed twice with cold YEPD and released in 23° C or 37° C pre-warmed media with alpha-factor. Cells were arrested in G1 with 3 μM alpha-factor for 4 hrs. or 1.5 hrs. in permissive and non-permissive temperature, respectively.

Arrested cells were crosslinked with 1% formaldehyde for 30 min at room temperature water bath with shaking. Formaldehyde was quenched with 125 mM glycine and cells were centrifuged at 3000 rpm for 5 min. Cells were washed twice with water and resuspended in 1.5 mL Buffer Z (1 M sorbitol, 50 mM Tris-HCl pH 7.4) with 1 mM beta-mercaptoethanol (1.1 μL of 14.3 M beta-mercaptoethanol diluted 1:10 in Buffer Z) per 25 mL culture. Cells were treated with 100 μL 20 mg/mL zymolyase at 30° C for 20–30 min depending on cell density. Spheroplasts were centrifuged at 5000 rpm for 10 min and resuspended in 5 mL NP buffer (1 M sorbitol, 50 mM NaCl, 10 mM Tris pH 7.4, 5 mM MgCl2, 1 mM CaCl2) supplemented with 500 μM spermidine, 1 mM beta-mercaptoethanol and 0.075% NP-40. Nuclei were aliquoted in tubes with varying concentrations of micrococcal nuclease (Worthington), mixed via tube inversion, and incubated at room temperature for 20 mins. Chromatin digested with 1.9 U– 7.5 U micrococcal nuclease per 1/5th of spheroplasts from a 25 mL culture yielded appropriate mono-, di-, tri- nucleosome protected fragments for next-generation sequencing. Digestion was stopped with freshly made 5x stop buffer (5% SDS, 50 mM EDTA) and proteinase K was added (0.2 mg/ml final concentration) for an overnight incubation at 65° C to reverse crosslinking. DNA was extracted with phenol/chloroform and precipitated with ethanol. Micrococcal nuclease digestion was analyzed via gel electrophoresis prior to proceeding to library preparation. Sequencing libraries for both MNase-seq and ChEC-seq were prepared as described [21].

### ChEC-seq

Mcm2-MNase ChEC was carried out as described [29]. Briefly, cells were first permeabilized with digitonin and then treated with calcium to activate MNase; DNA was extracted with phenol/chloroform and precipitated with NaCl and ethanol.

MNase-tagged cells were grown at 30° C overnight in 50 mL cultures to 8 x 10^6^ cells/mL, arrested in G1 with 3 μM alpha-factor for 1.5 hrs, cooled on ice for 3 mins, centrifuged at 1,500 x g for 2 mins, and washed twice in cold Buffer A (15 mM Tris pH 7.5, 80 mM KCl, 0.1 mM EGTA) without additives. Washed cells were carefully resuspended in 570 μL Buffer A with additives (0.2 mM spermidine, 0.5 mM spermine, 1 mM PMSF, ½ cOmplete ULTRA protease inhibitors tablet, Roche, per 5 mL Buffer A) and permeabilized with 0.1% digitonin in 30° C water bath for 5 min. Permeabilized cells were cooled at room temperature for 1 min and 1/5th of cells were transferred in a tube with freshly made 2x stop buffer (400 mM NaCl, 20 mM EDTA, 4 mM EGTA)/1% SDS solution for undigested control. Micrococcal nuclease was activated with 5.5 μL of 200 mM CaCl2 at various times (30 sec, 1 min, 5 mins, and 10 mins) and the reaction stopped with 2x stop buffer/1% SDS. Once all time points were collected, proteinase K was added to each collected time points and incubated at 55° C water bath for 30 mins. DNA was extracted using phenol/chloroform and precipitated with ethanol. Micrococcal nuclease digestion was analyzed via gel electrophoresis prior to proceeding to library preparation. Library was prepared using total DNA, without any fragment size selection.

### Analysis of rDNA replication using S-seq

DNA replication analysis was carried out as described [13]. Briefly, cells with G1 and S-phase DNA content were isolated from logarithmically growing cells using FACS. DNA from these cells was fragmented by sonication and sequenced. rDNA replication kinetics was determined by calculating the ratio of rDNA read depths from S-phase cells and G1 cells.

### Comparison of Mcm2-7 abundance at the rDNA among strains using ChEC-seq

We calculated relative abundance of Mcm2-7 at the rDNA as the fraction of reads that map to the rDNA over the total number of reads for each strain. The relative rDNA Mcm2-7 abundances among different strains are directly compared.

### qRT-PCR analysis of c-pro transcript and rDNA copy number

RNA was extracted from logarithmically growing cells after spheroplasting using Trizol reagent and chloroform and purified after extraction with an RNA-Easy column. The sequences of the primers used in qRT-PCR for c-pro and PDA1 mRNA are provided in S3 Table. rDNA size was measured by qPCR using DNA that was extracted by phenol-choroform extraction and ethanol precipitation using the primers listed in S3 Table. As an internal standard qPCR was done in parallel on the DNA extracted from strains with 150, 90 and 30 rDNA copies whose rDNA size had been verified by Pulsed Field Gel Electrophoresis.

### Sequencing

Sequencing was performed using an Illumina HiSeq 2500 in Rapid mode employing a paired-end, 50 base read length (PE50) sequencing strategy. Image analysis and base calling was performed using Illumina's Real Time Analysis v1.18 software, followed by 'demultiplexing' of indexed reads and generation of FASTQ files, using Illumina's bcl2fastq Conversion Software v1.8.4.

### Two-dimensional plotting of the sequencing data

Sequences were aligned using the gsnap alignment software suite and data were plotted using the ggplot R package.

### 2D gel electrophoresis

2D gel electrophoresis was carried out as described [20]. Briefly, genomic DNA was prepared from 0.5% agar-embedded, G1-arrested cell or cells taken 30, 60 and 90 minutes after release into medium with 200 mmol hydroxyurea, digested with NheI (for rARS) or EcoRV (for ARS305), and subjected to 2 dimensional agarose gel electrophoresis, followed by Southern blotting.

## Supporting information

S1 Fig Reb1 footprint within *IGS2* as determined by ChEC-seq. ChEC-seq dataset for Reb1-MNase [29] was analyzed and plotted the same way as Mcm2-MNase ChEC-seq dataset in Fig 2. Genomic coordinates according to the sacCer3 genomic sequence are shown on the X-axis and the fragment size on the Y-axis.
(TIFF) Click here for additional data file.

S2 Fig Insertion of the MNase tag at the C-terminus of Mcm2 does not alter growth. The strains with (16747) and without Mcm2-MNase tag (14141) were streaked out on the rich media and incubated to 48 hours at 30°.
(TIFF) Click here for additional data file.

S3 Fig C-pro transcript levels in WT and *sir2*. Total RNA (not poly-A purified) was isolated from log phase cultures of WT (blue) (15691) and *sir2* (red) (15984) strains and subjected to high throughput sequencing. rDNA landmarks at the top are the same as in Fig 2.
(TIFF) Click here for additional data file.

S4 Fig Mcm2-7 footprints located right of the rARS are not suppressed by *FOB1* deletion. ChEC-seq experiment was performed in biological replicas as in Fig 4B in the indicating strains. Biological replicas of each genotype demonstrate highly reproducible footprints.
(TIFF) Click here for additional data file.

S5 Fig A) CYC1 terminator inserted between c-pro initiation site and rARS reduces c-pro transcript level distal to the insertion site. C-pro levels analyzed by qPCR with the primers distal to terminator insertion site were all normalized to WT. T indicates insertion of the terminator. Error bars indicate standard deviation, N = 3, ** p<0. 01 by Student’s t-test. B) A strain with expanded rDNA repeats has enlarged and fragmented nucleolus. Nop58-GFP marked nucleoli in the strain with expanded rDNA repeats (17028) are enlarged, diffuse and fragmented compared to those in the control strain (16212). White bar indicates 10 μm.
(TIFF) Click here for additional data file.

S1 Table A strain with expanded rDNA repeats replicates early regardless of the *SIR2* status. rDNA replication compared to genome replication in the indicated strains presented as a fraction of reads that map to rDNA in the S phase divided with the fraction of reads that map to rDNA in the G1 phase. The S-seq analysis was carried out using datasets obtained from *SIR2* (16833) and *sir2* (16849) strains and previously published dataset of *SIR2* (15213) and *sir2* (15984) strains with WT rDNA (13).
(TIFF) Click here for additional data file.

S2 Table Yeast strains. (PDF) Click here for additional data file.

S3 Table Primers used for qPCR. (PDF) Click here for additional data file.

# Supplementary material for: Sir2 suppresses transcription-mediated displacement of Mcm2-7 replicative helicases at the ribosomal DNA repeats
**Source:** PLoS Genet. 2019 May 13;15(5):e1008138. doi: 10.1371/journal.pgen.1008138
**Supplement:** S2 Table

**Table S2 Yeast strains**

| <b>Strain</b> | <b>Genotype (rDNA copy number)</b>                                                                                                                                                                                                                                                                           |
|---------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 14141         | <i>MATa, his3, leu2, met15, ura3</i> (151)                                                                                                                                                                                                                                                                   |
| 15213         | <i>MAT<math>\alpha</math>, lys2<math>\Delta</math>0, amn1<math>\Delta</math>::NAT1</i> (145)                                                                                                                                                                                                                 |
| 15691         | <i>MATa, lys2<math>\Delta</math>0, amn1<math>\Delta</math>::NAT1</i>                                                                                                                                                                                                                                         |
| 15984         | <i>MAT<math>\alpha</math>, lys2<math>\Delta</math>0, amn1<math>\Delta</math>::NAT1, sir2<math>\Delta</math>::HygR</i> (129)                                                                                                                                                                                  |
| 16535         | <i>MATa, his3, leu2, met15, ura3, hml<math>\alpha</math>::HygR</i> (172)                                                                                                                                                                                                                                     |
| 16560         | <i>MATa, his3, leu2, met15, ura3, hml<math>\alpha</math>::HygR, sir2<math>\Delta</math>::NAT1</i> (155)                                                                                                                                                                                                      |
| 16212         | <i>MATa, his3<math>\Delta</math>1, met15<math>\Delta</math>0, ura3<math>\Delta</math>0, leu2<math>\Delta</math>0, NOP58-GFP-HIS3-Mx (<i>S. pombe his5+</i>)</i>                                                                                                                                              |
| 16668         | <i>MATa, his3, leu2, met15, ura3, sir2<math>\Delta</math>::KanMx, hml<math>\alpha</math>::HygR</i> (195)                                                                                                                                                                                                     |
| 16738         | <i>MATa, his3, leu2, met15, ura3, cdc6-1(ts)::KanMx</i> (180)                                                                                                                                                                                                                                                |
| 16747         | <i>MATa, his3, leu2, met15, ura3, hml<math>\alpha</math>::HygR, MCM2-3xFLAG-MNase-KanMx</i> (133)                                                                                                                                                                                                            |
| 16769         | <i>MATa, his3, leu2, met15, ura3, hml<math>\alpha</math>::HygR, MCM2-3xFLAG-MNase-KanMx, sir2<math>\Delta</math>::LEU2</i> (162)                                                                                                                                                                             |
| 16818         | <i>MATa, chromosome XII right arm<math>\Delta</math>::HygR, expanded rDNA with CYC1 terminator, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3</i> (79)                                                                                                               |
| 16833         | <i>MATa, chromosome XII right arm<math>\Delta</math>::HygR, expanded rDNA, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3</i> (61)                                                                                                                                    |
| 16849         | <i>MATa, , chromosome XII right arm<math>\Delta</math>::HygR, expanded rDNA, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3, sir2<math>\Delta</math>::LEU2, hml<math>\alpha</math><math>\Delta</math>::NAT</i> (189)                                                  |
| 16851         | <i>MATa, chromosome XII right arm<math>\Delta</math>::HygR, expanded rDNA with CYC1 terminator, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3 sir2<math>\Delta</math>::LEU2, hml<math>\alpha</math><math>\Delta</math>::NAT</i> (72)                                 |
| 16855         | <i>MATa, chromosome XII right arm<math>\Delta</math>::HygR, expanded rDNA, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3, , MCM2-3xFLAG-MNase-KanMx</i> (64)                                                                                                         |
| 16895         | <i>MATa, chromosome XII right arm<math>\Delta</math>::HygR, expanded rDNA with CYC1 terminator, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3, MCM2-3xFLAG-MNase-KanMx, hml<math>\alpha</math><math>\Delta</math>::NAT</i> (85)                                      |
| 16905         | <i>MATa, chromosome XII right arm<math>\Delta</math>::HygR, expanded rDNA, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3, MCM2-3xFLAG-MNase-KanMx, sir2<math>\Delta</math>::LEU2, hml<math>\alpha</math><math>\Delta</math>::NAT</i> (81)                            |
| 16920         | <i>MATa, chromosome XII right arm rDNA<math>\Delta</math>::HygR, expanded rDNA with CYC1 terminator, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3, MCM2-3xFLAG-MNase-KanMx, hml<math>\alpha</math><math>\Delta</math>::NAT, sir2<math>\Delta</math>::LEU2</i> (170) |
| 17028         | <i>MATa, chromosome XII right arm<math>\Delta</math>::HygR, expanded rDNA, ade2-1, ura3-1, his3-11, trp1-1, leu 2-3,112, can1-100, fob1<math>\Delta</math>::HIS3, , NOP58-GFP-KanMx</i> (65)                                                                                                                 |
| 17038         | <i>MATa, his3, leu2, met15, ura3, hml<math>\alpha</math>::HygR, MCM2-3xFLAG-MNase-KanMx, fob1<math>\Delta</math>::NAT</i> (141)                                                                                                                                                                              |
| 17039         | <i>MATa, his3, leu2, met15, ura3, hml<math>\alpha</math>::HygR, MCM2-3xFLAG-MNase-KanMx, fob1<math>\Delta</math>::NAT</i> (165)                                                                                                                                                                              |
| 17040         | <i>MATa, his3, leu2, met15, ura3, hml<math>\alpha</math>::HygR, MCM2-3xFLAG-MNase-KanMx, sir2<math>\Delta</math>::LEU2, fob1<math>\Delta</math>::NAT</i> (123)                                                                                                                                               |
| 17041         | <i>MATa, his3, leu2, met15, ura3, hml<math>\alpha</math>::HygR, MCM2-3xFLAG-MNase-KanMx, sir2<math>\Delta</math>::LEU2, fob1<math>\Delta</math>::NAT</i> (115)                                                                                                                                               |

All strains except for those with expanded rDNA are in S288c background.

# Supplementary material for: Sir2 suppresses transcription-mediated displacement of Mcm2-7 replicative helicases at the ribosomal DNA repeats
**Source:** PLoS Genet. 2019 May 13;15(5):e1008138. doi: 10.1371/journal.pgen.1008138
**Supplement:** S3 Table

Table S3: Primers used for qPCR

| Primer name   | Sequence -5' to -3'        | Purpose                                         |
|---------------|----------------------------|-------------------------------------------------|
| 5P_grDNA_2    | CCGGGTAACCCAGTTCCTCA       | rDNA copy number                                |
| 3P_grDNA_2    | TTGTATGTTCCCGCGCGTTT       | rDNA copy number                                |
| 5P_c_pro_qPCR | CCATCTATGTCTTCCACACC       | c-PRO RNA transcript distal to termination site |
| 3P_c_pro_qPCR | GTCATTTACAAGAGGTAGGTC<br>G | c-PRO RNA transcript distal to termination site |
| PDA1_1_F      | GCTGCTTCATTCAAACGCCA       | Housekeeping control gene                       |
| PDA1_1_R      | CTGGTGGGAGTGCGAAGAAC       | Housekeeping control gene                       |

How the deposited data were processed for this re-analysis (not part of the article)

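The deposited table gives coverage (signal) made by the authors: the number of reads over each of 2001 bases of chromosome XII, 458000 to 460000, for 28 libraries. The authors sequenced 50 bases from each end of every fragment, aligned them with gsnap and deposited the read depth without scaling to library size and without selection by fragment size. The text does not name the gsnap version or settings, or the tool that counted depth. Libraries of strains with expanded rDNA were mapped to modified references, which the column names show. Of the 28 libraries, 26 were used: 6 MNase-seq, 12 Mcm2-ChEC and 8 of sonicated DNA. The other 2 carry a strain number that neither the figure legends nor S2 Table lists, and they were not used here. Mcm2-ChEC of the *SIR2* strain with the terminator, with 2 samples, is the only condition without a library in use. The names of the 2 unused libraries mark them as ChEC with the terminator, as that condition would require. Their strain number is not the one the paper gives for that strain, and they were not assigned to it by elimination.

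Libraries were assigned to conditions from the sample labels, the figure legends and S2 Table. The label of the replicate *fob1* sample states that its strain is WT for *SIR2* although its file name says *sir2*. It does not say which library this is. The 4 libraries of the *fob1* strains of S4 Fig were therefore kept under their names and reported singly. The regions named are windows fixed as distances from the rARS before the data were examined, and no genes were tested. In libraries with the terminator, positions right of the insertion were shifted by 211 bp, the shift at which the profiles of sonicated DNA matched best.

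From the depths, window means, their ratios to the mean of the Reb1 footprint and the right share were computed. The right share is the percent of the depth between 170 bp left and 470 bp right of the rARS that lies right of the rARS. The background was the lowest depth between the Reb1 footprint and this region in the same library. Depth sums divided by 50 were taken as read counts, with 95% Wilson intervals for shares and log-normal 95% intervals for ratios. These intervals cover counting error only. Right shares of *sir2* and *SIR2* libraries were compared with an exact two-sided permutation test of the difference in means, with labels permuted within 3 strain backgrounds (108 permutations, threshold 0.05). The other comparisons rest on 1 or 2 libraries per condition and were described without a test.

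The MNase-seq libraries held between 759788 and 2233018 reads in the interval, the Mcm2-ChEC libraries between 689392 and 6230351 and the libraries of sonicated DNA between 24177 and 107179. The planned design assumed separate depths for small and for nucleosome-size fragments. The deposited depths have no fragment sizes, so depths of all sizes were used in their place, and the size distribution at the loading site was replaced by the depth at the centre of the nucleosome window relative to its ends, a measure chosen after seeing the data that is not a direct measure of fragment size. Genome-wide read totals were not used here, so the fraction of Mcm2-ChEC reads on the rDNA and the ratio of S phase to G1 were not computed. Libraries of sonicated DNA served for the terminator shift and as profiles without footprints.

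The scripts were tested on simulated reads. A read length of 50 bases and an insertion of 180 bp were recovered as 50 and 180, a right share of 30% was recovered as 29.8%, and 13 of 300 simulated comparisons without a difference gave a permutation p under 0.05. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The alternatives tried were the Reb1 maximum or no Reb1 normalization, subtraction of the background, a narrower region, a boundary moved by 40 bp, the maximum of each nucleosome window, a narrower loading-site window and leaving out each library in turn. Alternatives added after seeing the data were the exchanges of S4 Fig libraries that the labels allow, the test without the S4 Fig strains, averaging the 30 s and 60 s libraries of a strain or pairing them by time between genotypes, other ways to count the left window or the terminator length, background subtraction and the narrower region for the terminator comparison, and the centres of nucleosomes.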

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

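The tests of explanations in this part were all chosen after the result was seen. The paper's plots end near the 5S RNA gene, and the start of *IGS1* (459797 to 460000) to its right is not discussed with the MNase-seq data. There the Reb1-normalized MNase-seq depth of *sir2* cells was 2.69 times that of WT in G1 and 2.44 times in G2, a signal above the WT level in a region the paper did not analyse. Over the 5S RNA gene the ratios were 2.01 in G1 and 1.76 in G2. Each value compares 1 library with 1 library. Normalization to Reb1 was tested by using the end of the ribosomal precursor gene in its place, and the *sir2* to WT ratio in *IGS1* was then 3.65 in G1 and 3.22 in G2, so the choice of Reb1 does not account for it. A difference in digestion was weighed through the depth at the centre of nucleosome 1 relative to its ends, which in *sir2* was 1.01 times that in WT in G1 and 0.932 times in G2, and the libraries of each arrest carry the same MNase amount in their names. The Reb1-normalized depth in *IGS1* was 0.177 in WT in G1 and 0.229 in WT in G2, although the MNase amount differed between these arrests. In *cdc6-1* cells in G1 it was 0.238 at the permissive and 0.194 at the restrictive temperature. In *sir2* cells it was 0.476 in G1 and 0.559 in G2, above all the values with *SIR2*. These values argue against the MNase amount as the cause. The extent of digestion itself was judged only by the indirect measure at nucleosome 1, with 1 library per condition. A change of chromatin in *IGS1* without *SIR2* remains a hypothesis.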

How the results depend on the processing

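Libraries could not be paired by replicate because the columns carry no replicate numbers. The names of the expanded-rDNA libraries give calcium times, and when these were paired by time, after seeing the data, the right share of *sir2* minus *SIR2* was 13.9 points at 30 s and 15.0 points at 60 s. The alternatives given first were set before the data were examined.

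The change in Mcm2-7 region depth of *sir2* relative to WT in G1, -15.7% as reported, was -18.9% with the Reb1 maximum, -3.23% without Reb1 normalization, -17.0% with the background subtracted and -22.3% over the narrower region. Over the centres of nucleosomes 2 to 4, added after seeing the data, it was -29.7%. Without Reb1 normalization, the left footprint ratio of G1 to G2 was 1.93 in WT and 0.991 in *sir2*, the right ratio in *sir2* was 1.07, and the *cdc6-1* ratio of 37° to 23° was 0.659. With the Reb1 maximum these values were 2.33, 1.22, 1.32 and 0.508. With the background subtracted they were 2.65, 1.16, 1.28 and 0.276. With the boundary 40 bp to the left they were 1.78, 0.991, 1.31 and 0.504, and with the boundary 40 bp to the right 2.13, 1.22, 1.20 and 0.526. The *sir2* left ratio of 1.15 fell just under 1 in 2 of these settings, and the other 3 ratios kept their direction under all 5. Depths without Reb1 normalization are not scaled to library size. The boundary 40 bp to the left leaves out the maximum of the *sir2* G1 profile at 458952. The cause of these changes was not tested further.

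The right share of *sir2* minus WT in MNase-seq, 11.5 points, was 14.2 with the background subtracted, 3.20 and 17.4 with the boundary 40 bp to the left and to the right, and 10.1 over the narrower region. The last 3 nucleosomes relative to the first changed from 47.5% to 41.8% with window maxima. The change in the depth at the centre of the loading-site window relative to its ends was 1.26-fold in WT and 1.49-fold in *sir2* with the narrower window, against 1.44 and 1.56. The cause of these shifts was not tested. The counting intervals of these single libraries are narrow, so nearly every setting moved a value beyond them, which says nothing about the spread between cultures.

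The Mcm2-ChEC difference between *sir2* and *SIR2* libraries, 16.4 points (exact permutation p = 0.204), stayed on the same side of 0.05 and positive under the 4 alternatives set before the data were examined, and from 5.33 to 24.6 points when each library was left out in turn. Of the settings added after seeing the data, 1 crossed the threshold: with the libraries of strains 17039 and 17040 exchanged the difference was 32.3 points (exact permutation p = 0.00926, the smallest p the design allows). The labels allow this exchange and 3 others, whose p ranged from 0.176 to 0.972. The labels also say that a name is wrong, so the p for the libraries as named rests on a grouping that they contradict. The result of this test depends on sample labels that are not settled. Without the S4 Fig strains the difference was 28.5 points, and the smallest p that comparison allows is 0.0556, so it could not cross the threshold. With the expanded libraries paired by the calcium time in their names, also added after seeing the data, the exact permutation p was 0.222 (72 permutations).

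The terminator difference, -20.4 points, was between -22.1 and -18.6 points when each library without terminator was left out. Among settings added after seeing the data it was -30.5 points with the background subtracted, -30.4 points with the left window along the native sequence including the terminator, and -8.02 points with the terminator left out. The cause was not tested.

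Not run were the other range of fragment sizes for nucleosomes, the Mcm2-ChEC fraction of reads on the rDNA with its 2 alternatives, and the S phase to G1 ratio with its alternative, since fragment sizes and library totals were not used here. For the *cdc6-1*, WT and *sir2* MNase-seq comparisons, depth of sequencing does not limit the ratios. The number of libraries does.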

Differences from the paper's values

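The depth in the Mcm2-7 region fell by 15.7% in *sir2* relative to WT here, against the paper's reported reduction of 37%. None of the alternatives set before the data were examined closed the gap. The change was -18.9% with the Reb1 maximum, -17.0% with the background subtracted and -22.3% over the narrower region. Without Reb1 normalization, on depths not scaled to library size, it was -3.23%. Over the centres of nucleosomes 2 to 4 only, an alternative chosen after seeing the values, it was -29.7%, which is within 1.5 times the paper's value.

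The last 3 nucleosomes averaged 47.5% of the first here, against the paper's reported 10%. With the maximum of each window the value was 41.8%, so no alternative set before the data were examined closed the gap. The paper places the third nucleosome second in occupancy in WT cells in G2. Here, with all fragment sizes, the Reb1-normalized depth was 0.574 in the first window, 0.537 in the second and 0.306 in the third.

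The paper describes the region right of the rARS in WT cells as without pre-RC binding and finds more binding there in *sir2*. The Reb1-normalized depth of all fragment sizes in that region in G1 was 0.366 in WT and 0.375 in *sir2* cells. The region begins inside the second nucleosome window, where WT was higher in G1 (1.10 against 0.638). In the third window the depth was 0.273 in WT and 0.365 in *sir2* in G1, and 0.306 and 0.283 in G2. In the fourth it was 0.223 and 0.309 in G1, and 0.242 and 0.256 in G2. At the centre of nucleosome 3 it was 0.0752 in WT and 0.200 in *sir2* in G1, and 0.0832 and 0.130 in G2. At the centre of nucleosome 4 it was 0.160 and 0.265 in G1, and 0.167 and 0.197 in G2. These centres were chosen after seeing the values. The right share was 53.1% in WT and 64.5% in *sir2* in G1, where the depth left of the rARS was 0.889 and 0.566, so a higher share does not in itself show more depth on the right. In G2 the right share was 70.5% in WT and 62.7% in *sir2*. The paper also describes the left footprint in *sir2* cells as specific to G1. Here the ratio of G1 to G2 was 1.15. The left window overlaps that of the first nucleosome, and its maximum in G2, at 458892, lay in the overlap. The paper's statement concerns 50–100 bp fragments. The ratio here covers all sizes and does not measure that footprint alone. It was 1.22 with the Reb1 maximum, 1.16 with the background subtracted and 1.22 with the boundary 40 bp to the right, and 0.991 both without Reb1 normalization and with the boundary 40 bp to the left. At the centre of the loading-site window, chosen after seeing the values, the *sir2* depth was 0.600 in G1 and 0.325 in G2. The paper reports replicate libraries of each *fob1* genotype as alike. As named, the right shares were 36.9% and 75.2% for *fob1* and 31.8% and 72.7% for *sir2 fob1*.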

Other observations

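The tests of explanations in this part were all chosen after the result was seen.

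The 4 Mcm2-ChEC libraries of the *fob1* strains of S4 Fig had right shares of 36.9% (named for strain 17038), 75.2% (17039), 31.8% (17040) and 72.7% (17041), so 1 library under each genotype name lay far from the other, by up to 40.9 points. In each pair the library with the higher right share held fewer reads, 1236597 (17039) against 3839729 (17038) and 1613196 (17041) against 6230351 (17040). In WT the right share of the smaller library minus that of the larger was -6.09 points. In the strains with expanded rDNA without terminator the smaller library also had the lower share. It was 58.9% against 61.4% in strain 16855 and 72.8% against 76.3% in strain 16905. These pairs argue against fewer reads as the cause of the higher shares. Library size was not varied alone, since calcium time differs within the expanded pairs and is not settled in WT. Counting noise alone is smaller, with 95% Wilson intervals of 75.1% to 75.3% for 17039 and 72.6% to 72.8% for 17041. A mislabelled sample is a candidate explanation, since the labels state that a file name is wrong. Of the 4 exchanges the labels allow, 2 bring both pairs to within 5.11 points, and they are opposite in direction, 17039 with 17040 and 17038 with 17041. Of these, the exchange of 17039 with 17040 gives the direction that the paper describes for S4 Fig, the same direction as in the WT and *sir2* libraries. The labels do not name it, and an exchange chosen by the measured outcome cannot be tested on the same values, so it was not used to regroup the libraries. No biological explanation was tested.

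The *SIR2* strain with expanded rDNA had right shares of 58.9% and 61.4%, against 32.3% and 26.2% in WT, a difference in means of 30.9 points. After subtraction of the background the difference was 32.1 points. In the expanded strain, 60 s of calcium gave a right share 2.45 points above 30 s, far less than the difference between strains. The smaller WT library carries 60 s in its name and had 26.2%, against 61.4% in the expanded strain at 60 s. At 30 s, the time the paper states, the expanded strain had 58.9%. For this WT library, these values argue against calcium time as the cause. The time of the larger WT library is not settled, and other times were not tested. The libraries of sonicated DNA on the same reference had a mean right share only 0.818 points above that of an even profile, so mapping to the modified reference does not account for it. The strains also differ in background, in *FOB1* and in rDNA copies (64 against 133 in S2 Table), and the name of the smaller WT library carries an unexplained tag. The difference cannot be told apart from these or, for the larger WT library, from calcium time. The *fob1* libraries named for 17038 and 17040 had 36.9% and 31.8%, near WT. Those named for 17039 and 17041 had 75.2% and 72.7%, above the expanded strain. The *FOB1* part was not tested because the *SIR2* status of these libraries is not settled.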
